# Yorkie is required to restrict the injury responses in planarians

**DOI:** 10.1371/journal.pgen.1006874

**Published:** 2017-07-07

**Authors:** Alexander Y. T. Lin, Bret J. Pearson

## Abstract

Regeneration requires the precise integration of cues that initiate proliferation, direct differentiation, and ultimately re-pattern tissues to the proper size and scale. Yet how these processes are integrated with wounding responses remains relatively unknown. The freshwater planarian, *Schmidtea mediterranea*, is an ideal model to study the stereotyped proliferative and transcriptional responses to injury due to its high capacity for regeneration. Here, we characterize the effector of the Hippo signalling cascade, *yorkie*, during planarian regeneration and its role in restricting early injury responses. In *yki(RNAi)* regenerating animals, wound responses are hyper-activated such that both stem cell proliferation and the transcriptional wound response program are heighted and prolonged. Using this observation, we also uncovered novel wound-induced genes by RNAseq that were de-repressed in *yki(RNAi)* animals compared with controls. Additionally, we show that *yki(RNAi)* animals have expanded epidermal and muscle cell populations, which we hypothesize are the increased sources of wound-induced genes. Finally, we show that in *yki(RNAi)* animals, the sensing of the size of an injury by eyes or the pharynx is not appropriate, and the brain, gut, and midline cannot remodel or scale correctly to the size of the regenerating fragment. Taken together, our results suggest that *yki* functions as a key molecule that can integrate multiple aspects of the injury response including proliferation, apoptosis, injury-induced transcription, and patterning.

## Author summary

The planarian displays a remarkable ability to regenerate any tissue from mere fragments of its original size. This high capacity to regenerate is attributed to the abundant population of pluripotent adult stem cells. In response to an injury, such as an amputation, stem cells proliferate and replace the lost tissues de novo (epimorphosis), whereas existing tissue must rescale to the correct proportions in relation to the new fragment size (morphallaxis). Currently, the molecules that control either the responses to injury or the ones that mediate size and scaling are not well understood. For instance, how are the injury responses precisely activated and shut down to ensure regenerating tissues are not under- or overgrown? Here, we find that Yki, the effector of the Hippo signalling cascade, is a critical molecule that influences several injury processes during regeneration. Loss of Yki function in regenerating animals resulted in increased and temporally dysregulated expression of wound-induced genes, proliferation, and apoptosis. Genes that are injury induced were mis-expressed in *yki(RNAi)* animals, which also showed increases in the epidermal and muscle cell populations. Taken together, our findings suggest that the injury responses must be restricted to ensure proper regenerative outcomes of correct scale, and that Yki is a key regulator in these processes.

## Introduction

Regeneration is a growth-controlled program that is observed across the animal kingdom [1]. Neo-natal mice can regrow missing digit tips, salamanders can replace missing limbs, while other organisms, such as hydrazoans and planarians, can regenerate virtually any tissue [1,2,3,4,5]. A common path to successful regeneration is a wounding program that first replaces the missing tissue through proliferation (epimorphosis) and subsequently re-patterns and re-scales the pre-existing tissue to match the new proportions of the animal (morphallaxis) [6,7]. Failure to initiate or cease aspects of either process can result in under- or overgrown tissues, respectively. Yet how proliferation and patterning may be regulated in the correct spatiotemporal manner to determine size and scaling of regenerating tissues remains poorly understood.

The asexual planarian, *Schmidtea mediterranea*, displays a remarkable ability control growth because it can regenerate any missing tissue upon amputation, then rescale the entire animal in proportion to the amount of remaining tissue. Planarian regenerative capacity is derived from its near ubiquitous population of adult stem cells (neoblasts), which are also the only mitotic cells in the animal and at least some of which are pluripotent [8,9,10]. In response to tissue removal, a stereotypical bimodal pattern of proliferation occurs, first at 6 hours post amputation (hpa) and then at 48 hpa [11]. Simultaneously, a generic transcriptional injury response program is expressed with distinct temporal and spatial patterns [12,13]. However, it is unknown how these two processes may be linked and what regulator(s) may determine the onset or decay of responses to injury. As regeneration progresses, the missing tissues are replaced, reintegrated with the prexisiting tissue, and then morphallaxis begins to achieve proper proportions of the regenerated animal [6]. For example, in planarians the WNT polarity gradients must be rescaled to accommodate the new size of the worm [14], and the brain can be dynamically scaled by the combined action of WNT, *notum*, and the hedgehog pathways [15,16]. Therefore, the planarian is a unique model to understand the active processes of growth—proliferation, patterning, and scaling—in an adult regenerative context.

The Hippo pathway is universal regulator of growth control and is a kinase cascade that impinges on the transcriptional co-activator, Yorkie, (in vertebrates: YAP1/2 and paralog TAZ) [17,18]. Constitutive activation of Yki or YAP results in overgrown tissues in flies and vertebrates, suggesting a conserved role in promoting cell division [17,19,20]. However, YAP can be growth-restrictive in highly proliferative and regenerative tissues, such as the mammalian intestine [21]. Indeed, we have previously demonstrated that planarian *yorkie* (*Smed-yki*) is required to restrict stem cell proliferation, yet *yki(RNAi)* animals also fail to regenerate [22]. This conundrum between increased proliferation with an undergrowth phenotype suggests that growth control, patterning, and/or wound-responses are dysregulated, although this remains to be tested. Here, we examine the role of Yki in the known responses to injury, specifically stem cell proliferation and the early transcriptional wound response. In *yki(RNAi)* animals, we demonstrate that the proliferative and transcriptional injury responses are both hyper-activated and temporally prolonged. Despite increased proliferation, stem cells showed no block in differentiation, and surprisingly, produced increased numbers of epidermal and muscle cells. Using an RNA-deep sequencing (RNAseq) time course, we determine that *yki(RNAi)* regenerates have significantly up-regulated known and novel wound-induced genes, many of which have known roles in patterning. We then show that *yki(RNAi)* animals fail to maintain proper size and scaling of the brain, midline, and gut during morphallaxis and have altered kinetics of homeostatic eye replacement. Altogether, this study demonstrates that Yki is a highly pleiotropic yet critical regulator of multiple early wound response processes.

## Results

### yorkie restricts stem cell proliferation during regeneration

We previously reported that *yki* was required for planarian regeneration, but the underlying causes remained to be elucidated. [22]. Failures in regeneration are often correlated with aberrant stem cell dynamics, including alterations in stem cell proliferation [23,24,25]. Thus, we first tested *yki(RNAi)* regenerating heads, trunks, and tails for defects in proliferation using the G2/M cell-phase marker phosphorylated histone 3 (H3P). In a *control(RNAi)* regeneration time course, we observed that proliferation occurred in a bimodal pattern with the two peaks of proliferation occurring at 9 and 48 hours post amputation (hpa), similar to what has been previously described (Fig 1A) [11]. Surprisingly, in the *yki(RNAi)* time course, the bimodal pattern remained, but the peaks were higher and prolonged. For all 3 fragments, the first wave of proliferation peaked between 12 and 24 hpa, whereas the second wave of proliferation consistently peaked around 72 hpa in *yki(RNAi)* animals (Fig 1A). Proliferation was also sustained at the wound margin in *yki(RNAi)* tail fragments at 72 hpa; whereas, in *control(RNAi)* tails, proliferation predominantly shifted posteriorly away from the wound site by 72 hpa (S1A Fig). From these data, we concluded that similar to intact animals [22], *yki(RNAi)* fragments had increased proliferation based on H3P staining.

**Fig 1:**
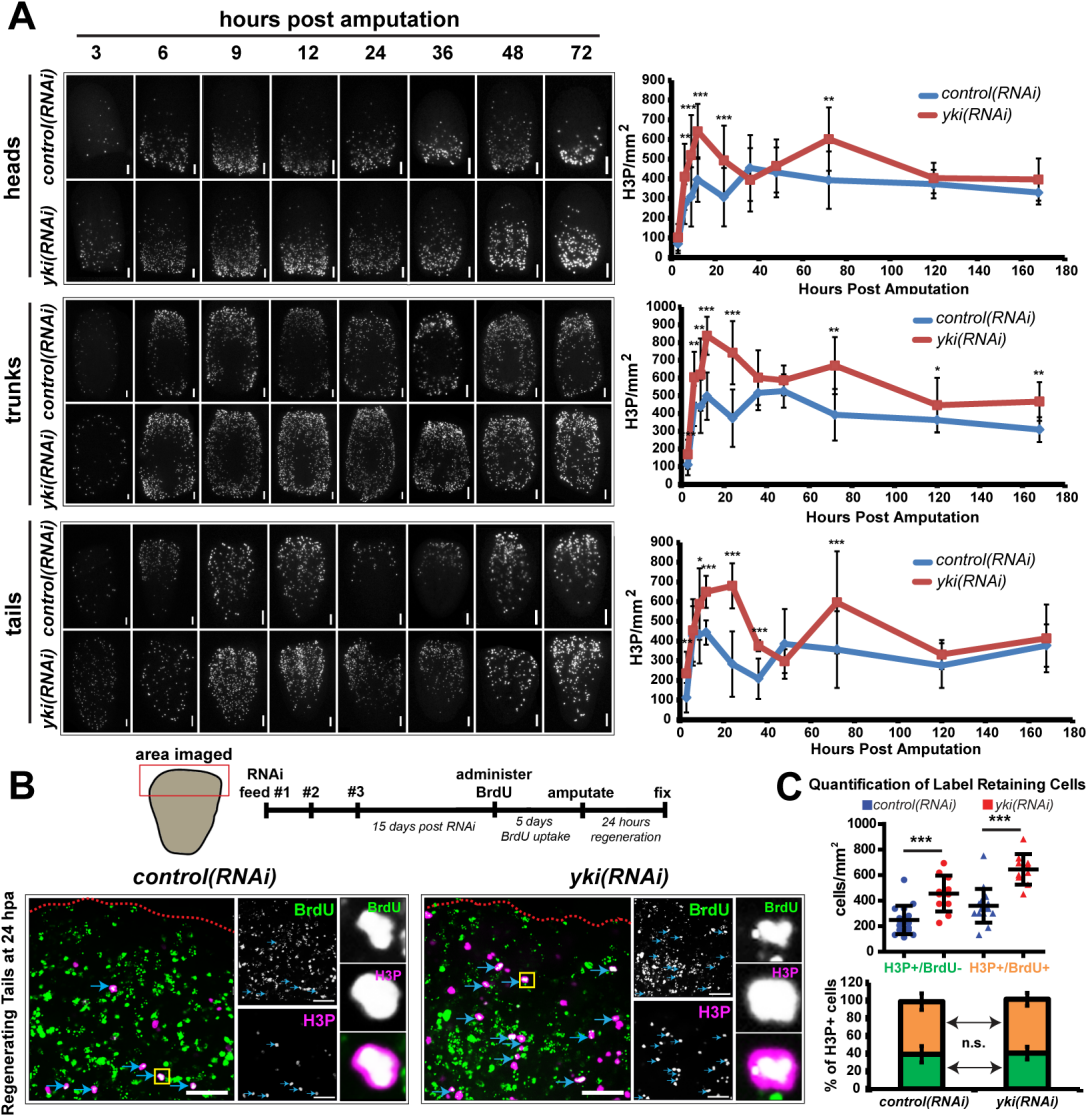
*yki* regulates stem cell proliferation dynamics during regeneration. (A) Representative images for a time course of regenerating fragments (heads, trunks, and tails) stained with mitotic marker, phosphorylated histone 3 (H3P) with quantification on the right (n≥5, N≥2). (B) *yki(RNAi)* does not affect the cell cycle. Top: Timeline and schematic of the pulse-chase experimental details. Bottom: Double positive cells (H3P^+^/BrdU^+^) are marked with blue arrows. Red dotted line is the wound boundary. Yellow box indicates the high magnification of a double positive cell shown in the far right panels. (C) Quantifications of the images in B. Top: A significant increase in the total number of H3P cells is observed in *yki(RNAi)* in both the BrdU^+^ and BrdU^-^ populations. Bottom: No difference is observed (*p* = 0.67) in the percentage/distribution of H3P^+^/BrdU^+^ cells (orange bar) to the total amount of H3P cells in *control(RNAi)* compared to *yki(RNAi)* tail fragments (59±9% and 60±7%, respectively). Error bars are 1 standard deviation. All statistical tests were determined using two-tailed unpaired student’s *t*-tests with *p<0.05, **<*p*<0.01, ***p<0.001, n.s. = not significant. Scale bars indicate 100 μm.

Canonical target genes for *Drosophila* Yki are the cell cycle regulator *cyclin E*, and apoptosis inhibitor, *diap1* [17]. Thus, H3P may be an insufficient measure because increased proliferation in *yki(RNAi)* regenerates could be attributed to a change in the cell cycle length. Using BrdU pulse-time-chase experiments, we measured the proportion of label-retaining cells at the wound edge by administering BrdU at 3fd15, amputating worms 5 days later, and fixing and assaying tail fragments at 24 hpa (Fig 1B). The fraction of labeled mitoses at 24 hpa (BrdU^+^/H3P^+^ out of the total H3P^+^) suggested that not only is the proliferation response to injury heightened, but that *yki* does not inhibit S-phase entry or exit. Moreover, the ratio of label retaining cells (H3P^+^/BrdU^+^) to the total amount of H3P cells was not different between *control(RNAi)* and *yki(RNAi)*, 59±9% and 60±7%, respectively, despite higher proliferation in *yki(RNAi)* (Fig 1C). Therefore, the changes in proliferation in *yki(RNAi)* animals cannot be attributed to alterations in the length of the S or G2/M phases individually, although we cannot rule out the possibility that the whole cell cycle is accelerated or that the G1 phase is significantly faster in *yki(RNAi)* fragments. Finally, the increased proliferation was from both sigma- and non-sigma stem cell classes and was also accompanied by increased cell death (S1B and S1C Fig) [26].

Congruent with our previous results, single-cell RNA sequencing (scRNAseq) [13,27] of stem and differentiated tissues demonstrated that *yki* was not enriched in any of the stem cell sub-classes (γ, ζ or σ), and instead, was primarily expressed in differentiated tissues, such as the epidermis, muscle, and gut (S1D Fig) [22]. Interestingly, these same differentiated tissues have recently been shown to be enriched for the expression of wound-induced genes, collectively known as the “transcriptional injury response” [13]. Therefore, we next tested whether changes in the early transcriptional response to wounds could explain either the heightened proliferative response or the failure to regenerate in *yki(RNAi)* fragments.

### yki is required to restrict the transcriptional injury response

In planarians, the transcriptional wounding response program is activated immediately following any type of injury, whether tissue is removed—such as a wedge cut or an amputation—or not, such as an incision or a poke [12]. This response can be subcategorized temporally into two waves of transcription: an immediate “early wave” that peaks in expression by ~6 hpa, and; a subsequent “late wave” that lasts in expression until ~24 hpa [12,13]. In *yki(RNA)*, the early-wave marker *fos-1*, was precociously expressed at 0.5 hpa and was prolonged until 12 hpa (Fig 2A). Similarly, the late marker *delta-1* was also increased and temporally unrestricted in its expression (Fig 2B). The time courses observed by WISH were supported by parallel experiments using qRT-PCR (Fig 2A and 2B). Two other known, wound-induced genes, *jun-1* and *tyrosine-kinase2*, showed similar, upregulated expression in regenerating *yki(RNAi)* head, trunk, and tail fragments (Fig 2C, S2A Fig). Additionally, *yki(RNAi)-*irradiated animals showed no difference in *fos-1* or *delta-1* expression compared to their *yki(RNAi)*-non-irradiated counterparts, suggesting that the increased stem cells/proliferation in *yki(RNAi)* do not contribute to the elevated wound-induced gene expression (Fig 2D). Furthermore, *yki* itself was not injury-induced [13] (https://radiant.wi.mit.edu/app/) and cycloheximde, which blocks protein translation, did not block these transcriptional responses, similar to what has been previously reported (S2B and S2C Fig) [12]. Finally, the known effects of *yki(RNAi)* on the excretory system (edemas) did not alter the proliferative or transcriptional injury responses, demonstrating that the pleiotropic effects of *yki* on the excretory system were independent (S3 Fig) [22]. Due to the heightened transcriptional wound responses in *yki(RNAi)* fragments, we next tested whether transcriptomics of these fragments could be used to discover novel wound-induced transcripts.

**Fig 2:**
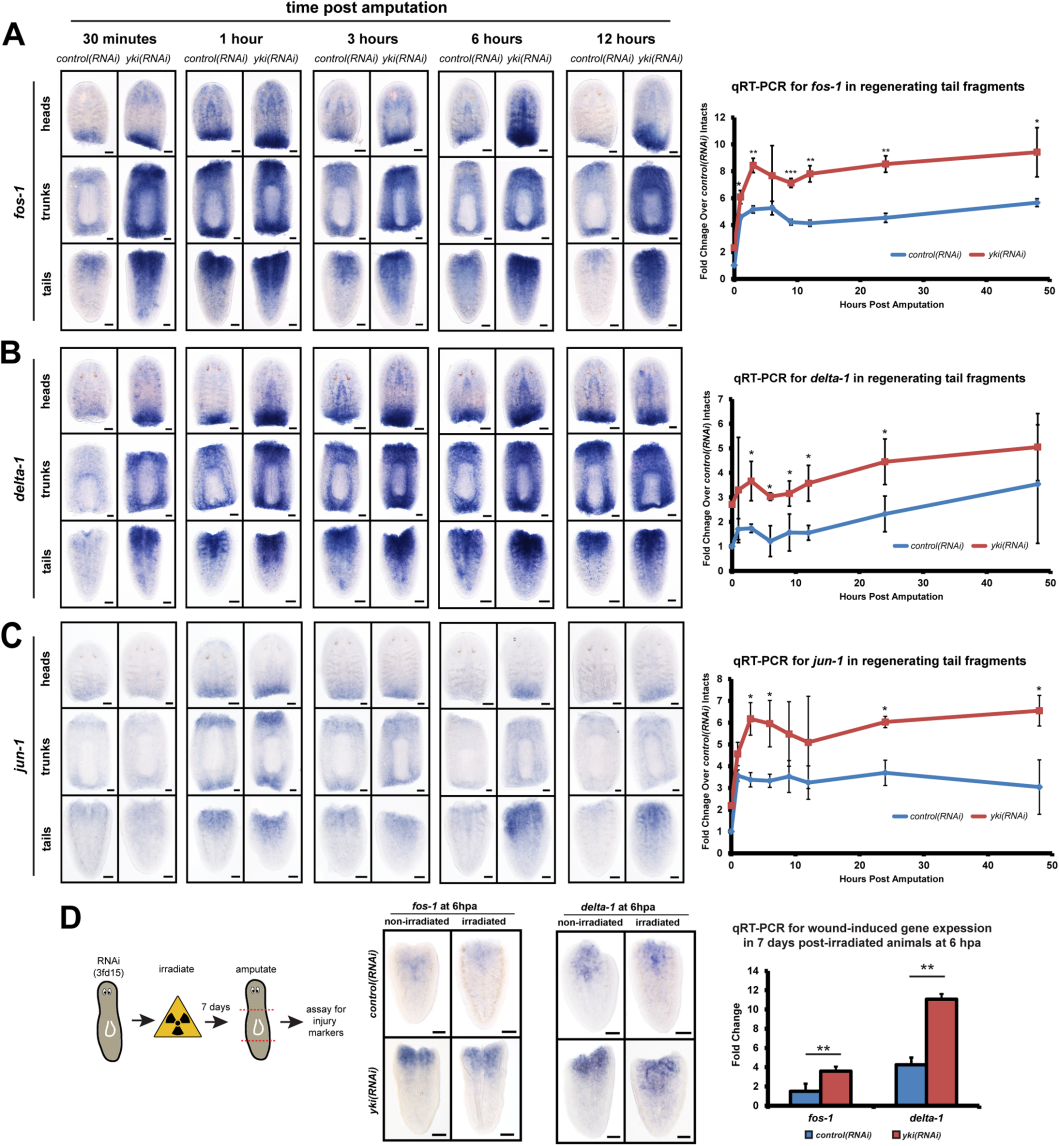
*yki* is required to restrict the transcriptional injury response. Representative WISH time course images of all three regenerating fragments (heads, trunks, and tails) with a corresponding qRT-PCR time course for tail fragments for wound-induced genes *fos-1* (A), *delta-1* (B), and *jun-1* (C). (D) Irradiated worms show the same *fos-1* and *delta-1* response as non-irradiated worms by WISH and qRT-PCR. Each time point had ≥8 animals stained with scale bars denoting 100 μm. qRT-PCR experiments were biologically and technically triplicated, with 1 standard deviation error bars, *p<0.05, **<*p*<0.01, ***p<0.001. All statistical tests were determined using two-tailed unpaired student’s *t*-tests.

### The identification of novel wound-induced genes by RNAseq

The heightened transcriptional injury response in *yki(RNAi)* animals suggested that transcriptome profiling may be able to uncover novel wound-induced genes as well as assay how known wound-induced genes were changing in a more global way. Even though irradiation can cause multiple transcriptional responses in addition to eliminating stem cells [28], we also chose to irradiate animals because *yki(RNAi)* caused an expanded stem cell population and hyper-proliferation, which could significantly alter many non-injury responsive transcripts [22]. Thus, biologically-triplicated RNAseq was performed on 1 day post-irradiated intact animals as well as 1 day post-irradiated regenerating tails at 6, 12, and 24 hpa (see Materials and Methods). 

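The transcript of *yki* (SmedASXL_011598) was lower in every *yki(RNAi)* library than in every *control(RNAi)* library. It ranged from 88.7 to 119.7 CPM over the 12 *control(RNAi)* libraries and from 12.5 to 18.9 CPM over the 12 *yki(RNAi)* libraries. In *yki(RNAi)* tails it stood at 15.5% of the *control(RNAi)* level at 6 hpa, 16.5% at 12 hpa and 12.9% at 24 hpa, and in *yki(RNAi)* intact animals at 19.3%. The log2 fold changes were -2.69 (SE 0.081), -2.60 (SE 0.053), -2.96 (SE 0.061) and -2.37 (SE 0.085), with adjusted p = 1.07e-07, 2.23e-16, 9.71e-08 and 2.72e-08 from edgeR. Any reads of the fed double-stranded RNA would count towards this transcript.

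**Figure D1:**
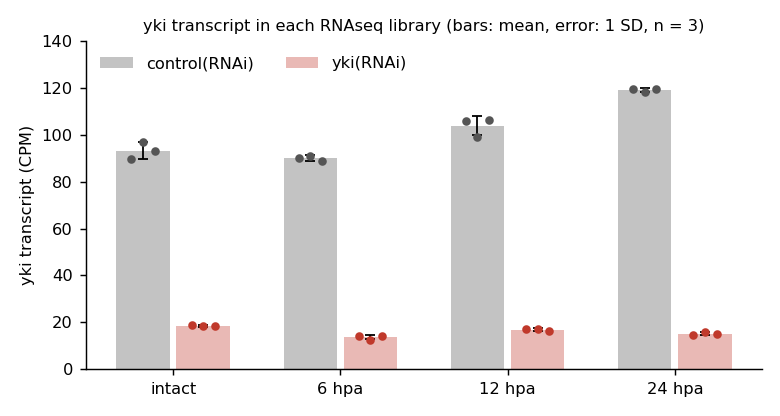
CPM (vertical axis) of the *yki* transcript in each library, by group; points are libraries and bars are means of 3 with SD. All 12 *yki(RNAi)* libraries sit between 12.5 and 18.9 CPM, below all *control(RNAi)* libraries.

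The experiment comprises 24 libraries of *Schmidtea mediterranea* in 8 groups of 3 biological replicates, the triplicates of the paper. After *control(RNAi)* or *yki(RNAi)*, the groups are intact animals and tails sampled 6, 12 or 24 h after amputation. Animals were fed double-stranded RNA 3 times, irradiated with 60 Gy, and sampled intact or amputated 1 day after irradiation. The deposited labels place irradiation 15 days after feeding, and the paper's methods place amputation there. Each library pooled 15 tail fragments or more than 8 intact animals. In *control(RNAi)* intact animals, total counts per library ranged from 11.0 to 22.9 M (median 14.3), and in *yki(RNAi)* intact animals from 12.8 to 22.1 M (median 19.4). *control(RNAi)* tails held 21.2 to 22.1 M at 6 hpa (median 21.4), 18.3 to 23.6 M at 12 hpa (median 22.0) and 19.0 to 21.6 M at 24 hpa (median 19.6). *yki(RNAi)* tails held 19.8 to 20.6 M at 6 hpa (median 20.1), 20.6 to 23.1 M at 12 hpa (median 20.7) and 17.8 to 21.1 M at 24 hpa (median 19.0). The paper states more than 20 M reads per sample, and the counts used here lie under 20 M in 10 of the 24 libraries. With both lanes of every library and the deposited counts that name no transcript included, 4 lie under 20 M.
The authors made base calls with bcl2fastq 1.8.3, trimmed 15 bp from the 3' end of each single-end read, aligned with Bowtie2 2.2.4 to the SmedASXL transcriptome and counted reads per transcript in each of 2 sequencing lanes. Counts of the 2 lanes were summed for 82669 transcripts, except in *yki(RNAi)* intact replicate A, where only the first lane was used because 22 entries of the second are damaged. How reads shared by paralogs were assigned is not stated, so values of single members of gene families are less certain than those of other genes. Each pair of groups was fitted on its own in edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg), with SE equal to the absolute log2 fold change over the square root of F. A transcript was called at an adjusted p under 0.05 with a fold change of at least 2 for tails against intact animals, and of at least 1.25 in either direction for *yki(RNAi)* against *control(RNAi)*, the thresholds of the paper's methods. Intact animals hold all body regions, and they were sampled 1 day after irradiation, when the tails were only amputated. Comparisons of tails with intact animals therefore also contrast regions and time after irradiation, and wound-induced here means higher in that comparison. Names of enzymes and other genes from S1 Table are closest matches in other species.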

Because the transcriptional and proliferative injury responses were not fragment dependent (Figs 1 and 2) and tail fragments had the most penetrant and severe regeneration defects [22], we chose to focus our subsequent analyses on tails.

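The homeobox gene *Hox7b* (SmedASXL_008764) rose in *yki(RNAi)* tails relative to time-matched *control(RNAi)* tails at all 3 times, by log2 fold changes of 1.09 at 6 hpa (SE 0.185), 1.00 at 12 hpa (SE 0.084) and 1.46 at 24 hpa (SE 0.107). *SLC16A14* (SmedASXL_014404), which matches monocarboxylate transporters, rose by 1.12 (SE 0.111) at 6 hpa and 1.16 (SE 0.053) at 12 hpa. Among the falls, a transcript annotated as *lectin-like* (SmedASXL_004185) went furthest of the named transcripts, with log2 fold changes of -6.65 (SE 0.684), -7.46 (SE 0.122) and -5.43 (SE 0.684) at 6, 12 and 24 hpa. *CYP2J2* (SmedASXL_018870), which matches cytochrome P450 enzymes, changed at the same times by -4.91 (SE 0.310), -4.26 (SE 0.156) and -2.94 (SE 0.341). *inhibin-1* (SmedASXL_010438), named after a family of TGF-beta ligands, at 12 hpa fell by 1.60 on the log2 scale (SE 0.104), and at 24 hpa its log2 fold change was -1.48 (SE 0.165). In each of these comparisons all 3 *yki(RNAi)* libraries lay on one side of all 3 *control(RNAi)* libraries. The adjusted p from edgeR ran from 0.000407 down to 1.01e-17 for *lectin-like* over 6 and 12 hpa, and was 0.00358 at 24 hpa, while for *Hox7b* it was 0.00644, 7.11e-08 and 0.000516. Without a name, SmedASXL_006170 had the largest rise at 6 hpa (log2 fold change 7.48, SE 0.616) and SmedASXL_058223 the largest fall (-8.47, SE 0.714).
In all, 605 of 26893 tested transcripts were higher and 884 lower in *yki(RNAi)* tails at 6 hpa. At 12 hpa 2718 were higher and 2824 lower of 28391, and at 24 hpa 372 were higher and 644 lower of 27649. Without *yki(RNAi)* 6 hpa replicate B the 6 hpa counts were 246 and 405, and at 24 hpa they were 159 and 308 without *yki(RNAi)* replicate B and 179 and 357 without *yki(RNAi)* replicate C. In these replicates B, transcripts that the other tails nearly lack stood at 12.2% (6 hpa) and 13.3% (24 hpa) of their level in intact animals, against 0.363% to 6.22% in the other tails. Along the change from 6 to 24 hpa in *control(RNAi)* tails, the *yki(RNAi)* 12 hpa tails lie later than the *control(RNAi)* 12 hpa tails (0.61 to 0.77 against 0.34 to 0.43). Differences at 12 hpa were not tested apart from this shift. It need not be a shift in time, since *control(RNAi)* intact replicates A and B, not amputated, lie at 0.5 and 0.48. It was not told apart from an effect of *yki* on the same transcripts.
The transcripts at least 2-fold higher in *control(RNAi)* tails than in *control(RNAi)* intact animals at 1 or more times numbered 734. Of these wound-induced transcripts, 97 were higher in *yki(RNAi)* tails at 1 or more times and 354 were lower. The 97 include 38 of the 39 transcripts that S1 Table lists as wound-induced and higher in *yki(RNAi)* tails, a list chosen on these libraries and so not independent evidence. Of those 39, 20 were higher at 6 hpa (25 adjusted over the list alone), 29 at 12 hpa (29 adjusted over the list alone) and 21 at 24 hpa (28 adjusted over the list alone). Of the transcripts that S1 Table lists as wound-induced, 431 are among the 734 and 7 are not, and 56 of them were higher and 262 lower in *yki(RNAi)* tails at 1 or more times, again in a list that is not independent evidence. Without *control(RNAi)* intact replicate C the 97 became 64, and without *control(RNAi)* 24 hpa replicate C 185. Over the 24373 transcripts tested in all 6 comparisons, 87 were induced and higher where 57.4 would be from independent lists (Fisher's exact test, two-sided, p = 9.79e-05), and 286 were induced and lower where 65.7 would be (p = 1.46e-118 from the same test), a test that takes transcripts as independent. The same *control(RNAi)* tails enter both comparisons. Where no library is shared, of the transcripts induced at 6 hpa 15 were higher and 106 lower of 191 in *yki(RNAi)* tails at 12 hpa, and 18 and 24 of 178 at 24 hpa. Of those induced at 12 hpa, 18 were higher and 72 lower of 308 at 6 hpa, and 22 and 42 of 304 at 24 hpa, and of those induced at 24 hpa, 28 (7.3%) and 52 at 6 hpa, and 79 and 138 of 421 at 12 hpa. Of all tested transcripts, 2.25% were higher and 3.29% lower at 6 hpa, 9.57% and 9.95% at 12 hpa, and 1.35% and 2.33% at 24 hpa.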

In order to determine differential expression between *yki(RNAi)* and *control(RNAi)* tail fragments, we used pair-wise DEseq2, which found 41 transcripts significantly upregulated in the *yki(RNAi)* conditions at any time point (Fig 3A, S1 Table). In general, wound-induced transcripts fell into 3 categories: 1) detected but not validated in previous studies [12,13]; 2) novel from these data, but tail specific [29]; and 3) novel from these data (Fig 3A, S4A and S4B Fig). 

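Of the 18 wound-induced genes that S1 Table marks as tail-enriched, 13 rose in *yki(RNAi)* tails at 6 hpa, 11 at 12 hpa and 16 at 24 hpa. Adjusted over the list alone these counts were 16, 11 and 18. *wnt11-1* (SmedASXL_016131), a posterior WNT ligand, rose by log2 fold changes of 0.57 at 6 hpa (SE 0.076), 0.60 at 12 hpa (SE 0.060) and 0.67 at 24 hpa (SE 0.082). All 3 *yki(RNAi)* libraries lay above all 3 *control(RNAi)* libraries at each time (adjusted p = 0.00175, 6.94e-07 and 0.0033 from edgeR).
Of the 14 genes marked as not tail-enriched, 2 of 12 tested rose at 6 hpa, 12 of 13 at 12 hpa and 3 of 14 at 24 hpa (2, 12 and 3 adjusted over the list alone). Without *yki(RNAi)* replicate B or C the count at 24 hpa was 1, and at 6 hpa it was 1 without *control(RNAi)* replicate A or *yki(RNAi)* replicate C and 0 without *yki(RNAi)* replicate B. Both lists were chosen on these libraries and are not independent evidence of the direction. The rises at 12 hpa were not tested apart from the further position of the *yki(RNAi)* 12 hpa tails along the change from 6 to 24 hpa in *control(RNAi)* tails. *D6RI25* (SmedASXL_074442) rose at 12 hpa by 0.45 (SE 0.093) and at 24 hpa by 0.79 (SE 0.122), with adjusted p = 0.00144 and 0.00874 from edgeR. *carboxypeptidase O* (SmedASXL_012781), named after an enzyme that digests proteins, rose by 1.12 at 6 hpa (SE 0.098) and 0.70 at 12 hpa (SE 0.062), with adjusted p = 0.000206 and 1.47e-07 from edgeR.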

We subsequently validated several of these transcripts by WISH (Fig 3B–3D; S4C Fig). From these data, we concluded that *yki(RNAi)* animals can not only be used to detect novel wound-induced transcripts, but that wound-responsive transcripts are generally upregulated when *yki* is knocked down (S1 Table). 

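Of the 97 genes that S1 Table takes from an earlier study of wound-induced genes, 11 of 94 tested were higher and 20 lower in *yki(RNAi)* tails at 6 hpa (14 and 24 adjusted over the list alone). At 12 hpa 15 were higher and 33 lower of 94 (16 and 35 adjusted over the list alone), and at 24 hpa 4 were higher and 9 lower of 92 (8 and 13 adjusted over the list alone). Over the 3 times 17 genes were higher at 1 or more of them and 38 lower. Among those that rose, *Fzd-d* (SmedASXL_012003), a Frizzled family WNT receptor, changed by log2 fold changes of 0.80 at 6 hpa (SE 0.096), 0.56 at 12 hpa (SE 0.049) and 0.92 at 24 hpa (SE 0.081). *sbspon* (SmedASXL_009412) rose by 0.63 at 6 hpa (SE 0.110) and 1.10 at 12 hpa (SE 0.052). Among those that fell, *ston* (SmedASXL_006439) changed by -2.10 at 12 hpa (SE 0.097), and *PHYHD1* (SmedASXL_004098), which matches phytanoyl-CoA dioxygenases, by -1.64 at 6 hpa (SE 0.163) and -1.82 at 12 hpa (SE 0.078). In these comparisons all 3 *yki(RNAi)* libraries lay on one side of all 3 *control(RNAi)* libraries (adjusted p from 0.00745 for *sbspon* at 6 hpa to 2.5e-11 for *ston* at 12 hpa from edgeR).
Of 5 members with epidermal expression, 4 were lower at 6 hpa, 4 at 12 hpa and 1 at 24 hpa (adjusted over the list alone, 4 lower and 1 higher at 6 hpa, 4 lower at 12 hpa and 2 lower at 24 hpa). As a group the epidermal members went down at 6 and 12 hpa relative to other transcripts (adjusted p = 0.00498 and 0.0111 by limma's camera at a preset correlation of 0.01), with adjusted p = 0.113 and 0.148 with an estimated correlation. Of 14 muscle members, 2, 6 and 3 were lower at 6, 12 and 24 hpa (2, 6 and 3 adjusted over the list alone), and the median log2 fold changes were -0.02, -0.19 and -0.04. The muscle members went down at 12 hpa (adjusted p = 0.0111 by limma's camera), with adjusted p = 0.162 with an estimated correlation. For all 97 genes the medians were -0.13, -0.06 and -0.05 and the means -0.16, -0.14 and -0.08, and the set went down at 6 hpa (adjusted p = 0.0222 by limma's camera) and 12 hpa (adjusted p = 0.0431 by limma's camera). With an estimated correlation these were adjusted p = 0.310 and adjusted p = 0.162. Without *yki(RNAi)* 6 hpa replicate B, 7 were higher and 13 lower at 6 hpa, and at 24 hpa 7 were higher without *yki(RNAi)* replicate A and 2 without *yki(RNAi)* replicate C.

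**Figure D2:**
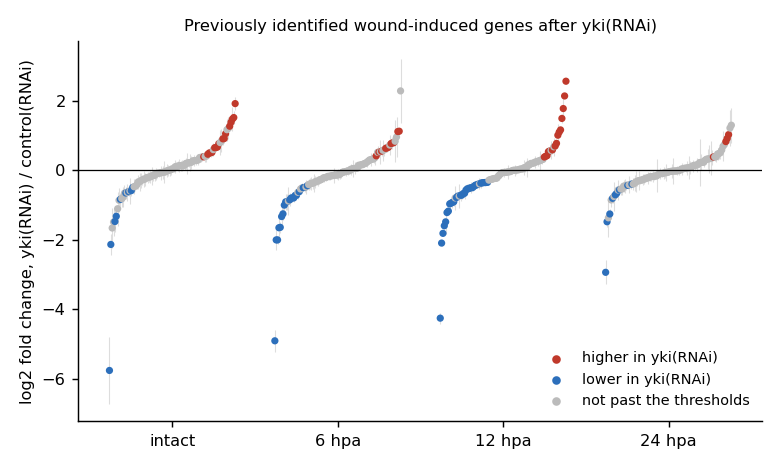
Log2 fold change (vertical axis) of *yki(RNAi)* against *control(RNAi)* for each tested gene of the 97 in tails at 6, 12 and 24 hpa and in intact animals. Points are genes with SE bars, red where called higher, blue where called lower and grey where not called. In tails more called genes lie below 0 than above it (20 against 11, 33 against 15 and 9 against 4). Over all tested transcripts 3.29% lie below against 2.25% above at 6 hpa, 9.95% against 9.57% at 12 hpa and 2.33% against 1.35% at 24 hpa.

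Of the 97 genes, 32 were at least 2-fold higher in *control(RNAi)* tails than in *control(RNAi)* intact animals at 1 or more times, and 11 of the 32 were higher in *yki(RNAi)* tails at 1 or more times. From the transcripts that were both induced in *control(RNAi)* tails and higher in *yki(RNAi)* tails, several of which were also examined by WISH (Fig 3, S4C Fig, S1 Table), the paper concludes that loss of *yki* raises wound-responsive transcripts in general. In separate experiments it reports *fos-1*, *delta-1* and *jun-1* raised in *yki(RNAi)* fragments by WISH and qRT-PCR (Fig 2), and *tyrosine-kinase2* by WISH.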

Interestingly, by scRNAseq analyses, many novel candidates had expression in the muscle, while *Smed-Post-2d*, *IMDH2*, and *SmexASXL_061347* also had predominant enrichment in the epidermal (early and late) progenitor populations (S4D Fig) [13]. Therefore, we next examined the epidermal and muscle cell populations for defects in *yki(RNAi)* animals.

**Fig 3:**
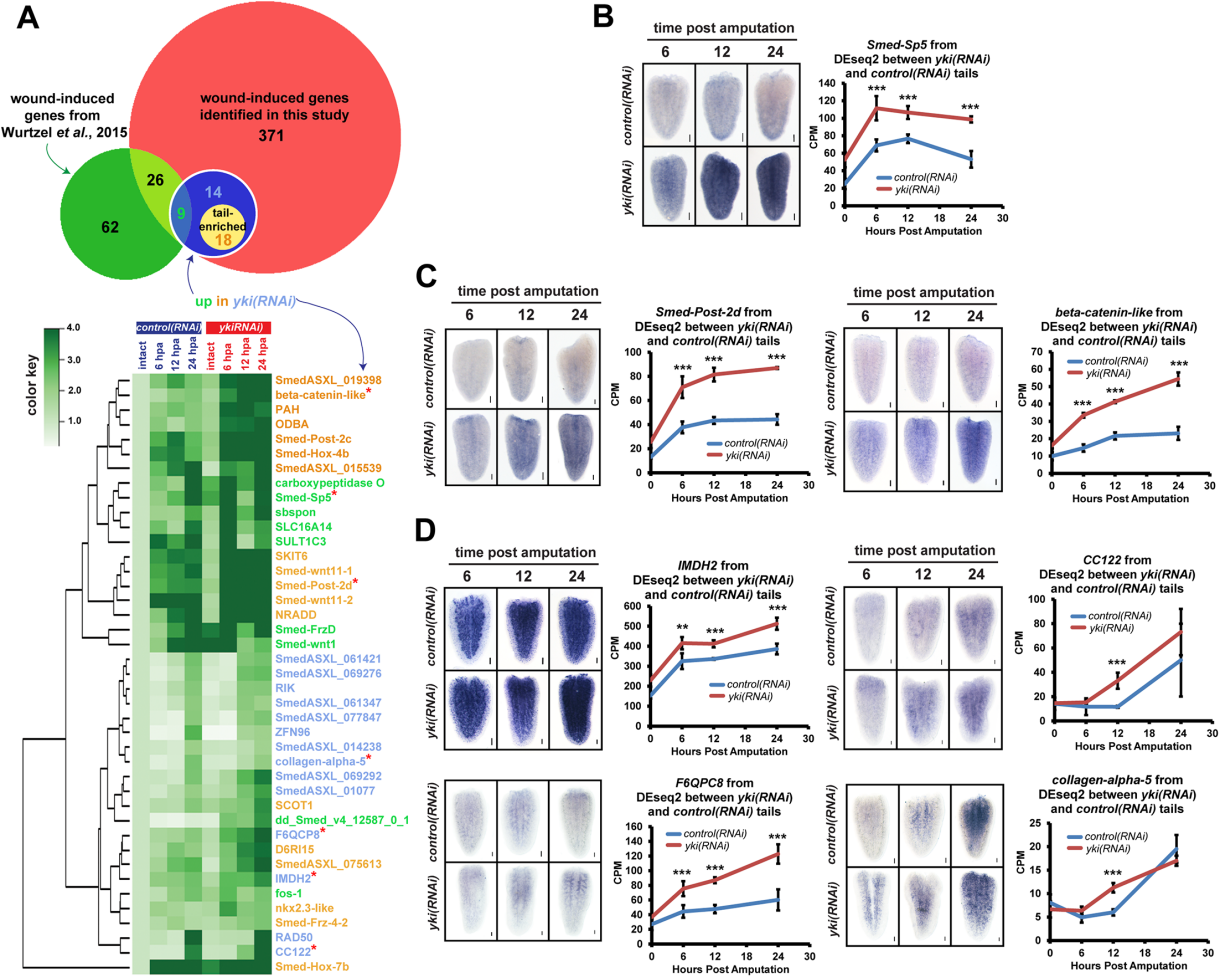
RNAseq analyses of *yki(RNAi)* tail fragments identify novel wound-induced genes. (A) Top: A Venn diagram of wound-induced genes identified in this study (red circle) that were also significantly upregulated in *yki(RNAi)* tail fragments (blue circle). Bottom: A heatmap of the wound-induced genes up in *yki(RNAi)* tails. For relative comparison in the heatmap, *control(RNAi)* tails and all *yki(RNAi)* conditions were compared to *control(RNAi)* intacts for a baseline expression point. Font colors denote: green for previous identification in Wurtzel *et al*. (2015), orange for novel but tail-enriched, or novel and not tail-enriched in blue. Red asterisks indicate transcripts that were validated by WISH. (B) A regeneration time course with representative images of *Smed-Sp5* by WISH (left) and CPM (counts per million) values from RNAseq (right). (C) Representative WISH time course images with corresponding CPM values for novel wound-induced genes that are tail-enriched: *Smed-Post-2d* and *beta-catenin-like*, or (D) not: *IMDH2*, *CC122*, *F6QPC8*, and *collagen-alpha-5*. Significance values were determined by DEseq2 analyses with a FDR<0.05. Error bars are 1 standard deviation. **p<0.01, ***p<0.001. n≥5 for each WISH time point and gene assayed. Scale bars are 100 μm.

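*Sp5* (SmedASXL_006379), a transcription factor of the Sp family, had 39.9 ± 5.78 CPM (SD, n = 3) in *control(RNAi)* tails and 60.7 ± 7.39 CPM in *yki(RNAi)* tails at 6 hpa, 42.5 ± 2.16 and 54.4 ± 3.48 CPM at 12 hpa, and 51.0 ± 2.07 CPM in *yki(RNAi)* tails at 24 hpa. Its log2 fold changes were 0.64 (SE 0.106), 0.38 (SE 0.056) and 0.83 (SE 0.118) at the 3 times, with adjusted p = 0.00556, 5.07e-05 and 0.00622 from edgeR. At 12 hpa the adjusted p was 0.0749 from edgeR with all 24 libraries in 1 fit. *Post-2d* (SmedASXL_012639), a posterior Hox gene, had 21.7 ± 2.85 CPM (SD, n = 3) in *control(RNAi)* and 38.7 ± 4.46 CPM in *yki(RNAi)* tails at 6 hpa, 41.6 ± 3.03 CPM in *yki(RNAi)* tails at 12 hpa, and 24.4 ± 2.64 and 45.0 ± 0.830 CPM at 24 hpa. It rose by 0.87 (SE 0.107), 0.82 (SE 0.063) and 0.91 (SE 0.077), with adjusted p = 0.00122, 2.66e-08 and 0.00118 from edgeR. *beta-catenin-like* (SmedASXL_012031), similar to the WNT effector, rose from 8.42 ± 1.05 to 18.3 ± 0.974 CPM (SD, n = 3) at 6 hpa, from 12.0 ± 1.22 to 21.1 ± 0.609 CPM at 12 hpa and from 12.7 ± 2.17 to 28.1 ± 2.00 CPM at 24 hpa. For these 3 genes, every *yki(RNAi)* library lay above every *control(RNAi)* library at each time (for *beta-catenin-like* adjusted p = 0.000259, 2.08e-07 and 0.00207 from edgeR).
Of the 4 genes marked as not tail-enriched, *F6QCP8* (SmedASXL_016784, spelled *F6QPC8* in the legend) rose at 12 hpa from 26.5 ± 2.83 to 44.4 ± 2.11 CPM (SD, n = 3; log2 fold change 0.78, SE 0.068, adjusted p = 1.2e-07 from edgeR). It also rose at 6 hpa (0.71, SE 0.145) and 24 hpa (0.96, SE 0.160), with adjusted p = 0.0152 and 0.0118 from edgeR. Without *yki(RNAi)* replicate B or C these became adjusted p = 0.0903 and 0.0514 at 6 hpa and 0.0567 and 0.0609 at 24 hpa from edgeR. *CC122* (SmedASXL_007127) rose at 12 hpa from 6.48 ± 0.551 to 16.9 ± 3.32 CPM (log2 fold change 1.39, SE 0.129, adjusted p = 2.44e-07 from edgeR), and at 24 hpa its *control(RNAi)* tails spread from 8.83 to 40.3 CPM around a log2 fold change of 0.49 (SE 0.428). *collagen-alpha-5* (SmedASXL_072110) rose at 12 hpa from 3.33 ± 0.385 to 5.74 ± 0.499 CPM (log2 fold change 0.80, SE 0.134, adjusted p = 0.000182 from edgeR), with log2 fold changes of 0.32 (SE 0.195) at 6 hpa and -0.27 (SE 0.121) at 24 hpa. In *control(RNAi)* tails relative to intact animals, *CC122* went from -0.18 at 12 hpa to 1.91 at 24 hpa, and *collagen-alpha-5* from -0.35 to 1.35. Their 12 hpa rises were not tested apart from the further position of the *yki(RNAi)* 12 hpa tails along the change from 6 to 24 hpa. *IMDH2* (SmedASXL_008100), named after the enzyme of guanine nucleotide synthesis, had 213.1 ± 17.0 CPM in *control(RNAi)* and 265.1 ± 18.6 CPM in *yki(RNAi)* tails at 24 hpa (log2 fold change 0.34, SE 0.071, adjusted p = 0.0304 from edgeR). Leaving out any 1 of the 6 libraries took this adjusted p to between 0.055 and 0.102 from edgeR, and the log2 fold changes at 6 and 12 hpa were 0.31 (SE 0.092) and 0.20 (SE 0.043).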

### yki(RNAi) animals exhibit higher epidermal density and smaller cell size

The epidermis is enriched for wound-induced genes and has a well-defined lineage that can be readily assayed [12,13,24,26,30,31]. Early epidermal progenitors, marked by *prog-2*, were significantly increased in density in *yki(RNAi)* tails at 2 dpa. Similarly, at 7 dpa, *yki(RNAi)* tails showed significantly more *AGAT-1*^+^ late epidermal progenitors and differentiated dorsal epidermal cells compared to *control(RNAi)* tails (Fig 4A and 4B). This suggested that epidermal differentiation was not blocked in *yki(RNAi)*, and in contrast, *yki* was required to restrict epidermal numbers. The increased epidermal density in *yki(RNAi)* came at the expense of the cell size, and accordingly, the cell size of epidermal cells were also smaller by Concanavalin A staining (Fig 4A and 4B) [32]. Together, these data suggested that the increased stem cell proliferation led to increased epidermal progenitors, and ultimately, increased epidermal density.

**Fig 4:**
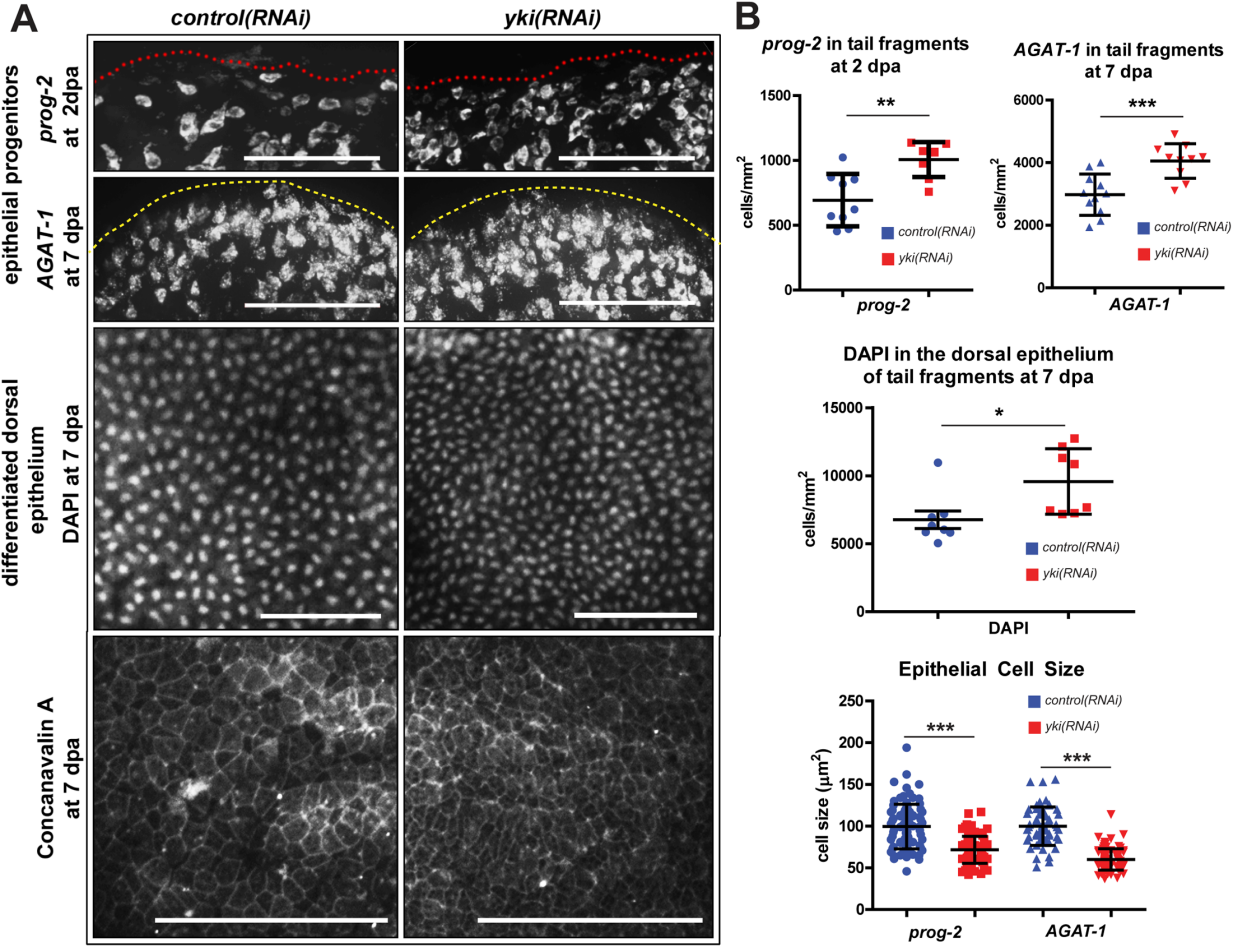
*yki* restricts epidermal density and cell size. (A) Epidermal populations are assayed by WISH for *prog-2* at 2 dpa, *AGAT-1* and DAPI at 7 dpa. Concanavalin A stains for the junctions between epidermal cells. Regenerating tail fragments (n≥8) were assayed for each stain. Red dotted line indicates wound margin, while yellow dashed lines outline the animal. Dorsal views. (B) Histograms of epidermal cell counts and cell sizes by quantifying corresponding images from (A). Each point represents quantification from 1 animal. Error bars are standard deviation. Statistical tests were conducted with two-tailed unpaired student’s *t*-tests with *p<0.05, **p<0.01, ***p<0.001. Scale bars are 100 μm.

### An expanded population of muscle cells and patterning molecules are observed in yki(RNAi) animals

We next focused on the muscle population because it was another cell type that was enriched for many dysregulated wound-induced genes in *yki(RNAi)* (S4D Fig). Moreover, the *collagen*^*+*^ muscle subpopulation is the source of many patterning signals that belong to major signalling cascades such as WNT, BMP, and TGF-β [33,34]. In order to understand the dynamics of the muscle cell population during regeneration, we administered BrdU at 3fd15, amputated worms 5 days later, and subsequently fixed them after 7 days of regeneration (Fig 5A). In *yki(RNAi)* animals, an increased number of *collagen*^+^/BrdU^+^ cells was observed compared to controls (Fig 5B and 5C). Accordingly, we found that *collagen* and another muscle-specific gene, *troponin*, were significantly upregulated immediately after injury in *yki(RNAi)* tail fragments by qRT-PCR (Fig 5D). Thus, the increased muscle cell population could also explain the heightened transcriptional wound response in *yki(RNAi)* (see Discussion).

**Fig 5:**
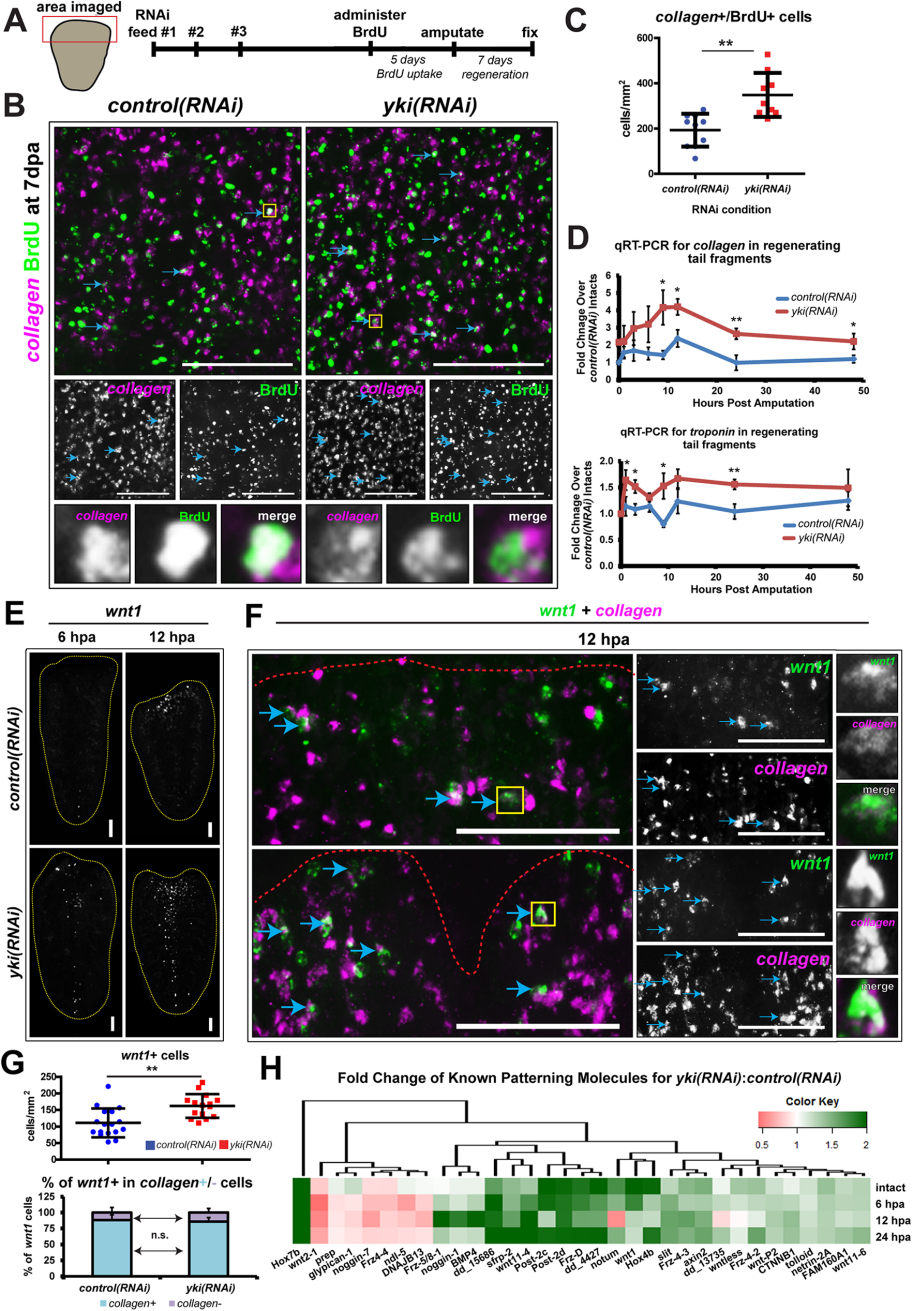
*yki(RNAi)* causes an expansion of the muscle population and mis-expression of patterning molecules, including *wnt1*. (A) A timeline of the BrdU pulse-time-chase experiments into the *collagen*^+^ muscle population. (B) FISH for *collagen* (magenta) and BrdU (green). Double positive cells are denoted with blue arrows. Yellow box indicates the high magnification of the double positive cell in the bottom panels. (C) Double positive cells quantified in a histogram where each point represents 1 animal. (D) qRT-PCR for *collagen* and *troponin* during a regeneration time course. (E) *wnt1* expression in tails at 6 hpa and 12 hpa by WISH. Yellow dotted line outlines the worm fragment. (F) dFISH of *wnt1* (green) and *collagen* (magenta). Double positive cells are denoted with blue arrows. Yellow box indicates the high magnification of the double positive cell in the right panels. (G) Top: A quantification of *wnt1*^+^ cells. Bottom: The percentage of *wnt1*^+^ cells that are also *collagen*^+^ (light blue) or *collagen*^-^ (purple) at 12 hpa. A significant difference in the total number of *wnt1*^+^ cells (top graph) is observed in *yki(RNAi)*, however, the proportion of *wnt1*^+^/*collagen*^-^ to the total number of *wnt1*^+^ cells is unchanged (bottom graph). (H) A heatmap of differentially expressed patterning molecules when comparing *yki(RNAi)* tails to *control(RNAi)* tails. Each stain had ≥8 animals assayed. qRT-PCR experiments were biologically and technically triplicated. Statistical tests were conducted with two-tailed unpaired student’s *t*-tests, with *p<0.05, **p<0.01. Differential gene expression in (H) was conducted with DEseq2. Error bars are 1 standard deviation. Scale bars are 100 μm.

To test whether the overproduction of muscle cells in *yki(RNAi)* was attributed to increased wound-induced gene expression, we examined *wnt1*. Injury induces *wnt1* expression, which is also a polarity determinant that has >90% co-localization within the *collagen*^+^ muscle cell population [34,35]. In *yki(RNAi)* animals at 6 and 12 hpa, significantly more *wnt1*^+^ cells were observed along the tail midline, but also ectopically at the wound margin (Fig 5E). These ectopic *wnt1*^+^ cells were predominantly *collagen*^+^ with no significant difference in the percentage or distribution of *wnt1*^+^/*collagen*^-^ cells in *yki(RNAi)* as compared to *control(RNAi)* (14.2±3.9% and 11.8±8.1%, respectively; *p* = 0.39) (Fig 5F and 5G). Therefore, *wnt1*^*+*^ was not ectopically expressed in a different cell type and suggested that the expanded muscle population can contribute to the increase in wound-induced gene expression.

Many non-wound-induced body patterning molecules are also known to be highly expressed in *collagen*^*+*^ cells, including the HOXs and FGFs [33,34]. With the increased muscle population in *yki(RNAi)* animals, we tested whether other wound and non-wound induced patterning molecules were aberrantly expressed. 

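The Hox gene *Post-2c* (SmedASXL_007760) rose in *yki(RNAi)* tails by log2 fold changes of 0.91 at 6 hpa (SE 0.124) and 0.89 at 24 hpa (SE 0.096). *Hox4b* (SmedASXL_008878), another homeobox gene, rose at 24 hpa by 0.85 (SE 0.088), and *axin2* (SmedASXL_015468), a feedback inhibitor of WNT signalling, at 12 hpa by 0.50 (SE 0.041). *ndl-5* (SmedASXL_010328), of the FGF receptor-like nou-darake family, at 12 hpa fell by 0.45 on the log2 scale (SE 0.089), and *glypican-1* (SmedASXL_011490), a heparan sulfate proteoglycan, fell by 0.35 on the log2 scale (SE 0.050). In each of these comparisons all 3 *yki(RNAi)* libraries lay on one side of all 3 *control(RNAi)* libraries (adjusted p = 0.00205 and 0.00218 for *Post-2c*, 0.00218 for *Hox4b*, 5.71e-08 for *axin2*, 0.000859 for *ndl-5* and 3.45e-05 for *glypican-1* from edgeR).
Among the genes of S2 Table, with a fold change of at least 1.2 or at most 0.83 and an adjusted p under 0.05 from edgeR, 12 were higher and 2 lower at 6 hpa (21 and 5 adjusted over the list alone). At 12 hpa 16 were higher and 8 lower (17 and 8 adjusted over the list alone). At 24 hpa 17 were higher and the rest did not pass (20 higher and 3 lower adjusted over the list alone). In all, 29 genes passed at 1 or more times, and *netrin-2A* (SmedASXL_014430), *tolloid* (SmedASXL_014871), *prep* (SmedASXL_011380) and *wntless* (SmedASXL_012305) at none of them. S2 Table was compiled from these libraries, so the counts are not independent evidence. The 6 hpa counts were 7 and 2 without *yki(RNAi)* replicate A, 7 higher without *yki(RNAi)* replicate B and 10 and 1 without *yki(RNAi)* replicate C. The 24 hpa count was 10 without *yki(RNAi)* replicate B.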

Using the same RNAseq paradigm discussed above (Fig 3A), we compared *yki(RNAi)* tails to *control(RNAi)* tails at matched time points and found 33 patterning genes that were significantly dysregulated (Fig 5H, S2 Table). 

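The WNT ligand *wntP-3* (SmedASXL_001649) rose in *yki(RNAi)* tails at 12 hpa by a log2 fold change of 0.96 (SE 0.192) and at 24 hpa by 1.29 (SE 0.221). *wnt11-6* (SmedASXL_013314), a WNT ligand expressed in the brain, rose at 24 hpa by 0.46 (SE 0.062). *wnt2-1* (SmedASXL_004272), expressed in the head, at 6 hpa fell by 1.20 on the log2 scale (SE 0.245), and at 12 hpa it fell by 1.0 (SE 0.262). The Frizzled receptor *Fzd-5/8-1* (SmedASXL_007427) rose at 12 hpa by 1.09 (SE 0.216), and *Fzd-4-3* (SmedASXL_015764) by 0.58 (SE 0.10), while at this time *Fzd-4-4* (SmedASXL_005695) fell by 0.39 on the log2 scale (SE 0.081). The adjusted p from edgeR were 0.000975 and 0.0139 for *wntP-3*, 0.00501 for *wnt11-6*, 0.0156 and 0.00798 for *wnt2-1*, 0.000926 for *Fzd-5/8-1*, 0.000249 for *Fzd-4-3* and 0.00147 for *Fzd-4-4*, each with all 3 *yki(RNAi)* libraries on one side of the *control(RNAi)* libraries. Without *control(RNAi)* replicate B or *yki(RNAi)* replicate B the 24 hpa value of *wntP-3* became adjusted p = 0.0513 and 0.0605 from edgeR, and without *yki(RNAi)* replicate B or C the 6 hpa value of *wnt2-1* became adjusted p = 0.0821 and 0.0631 from edgeR.
Of 7 WNT ligands named in the count table, 2 were higher and 1 lower of 6 tested at 6 hpa (3 and 1 adjusted over the list alone), 2 and 1 of 7 at 12 hpa, and 3 were higher of 6 at 24 hpa (3 higher and 1 lower adjusted over the list alone). Of 6 WNT receptors and antagonists, 3 of 5 were higher at 6 hpa (4 adjusted over the list alone), 2 were higher and 1 lower of 6 at 12 hpa, and 3 of 6 were higher at 24 hpa (4 adjusted over the list alone). The ligands went up as a group at 6 and 24 hpa (adjusted p = 0.0202 and 0.00789 by limma's camera), with adjusted p = 0.127 and 0.202 with an estimated correlation. The receptors and antagonists went up at the same times (adjusted p = 0.00108 and 0.000443 by limma's camera), with adjusted p = 0.113 and 0.104 with an estimated correlation. At 6 hpa 1 receptor or antagonist was higher without *control(RNAi)* replicate A or any 1 *yki(RNAi)* library, and 1 ligand was higher without any 1 *yki(RNAi)* library.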

A high proportion of these genes were associated with WNT signalling—a key determinant in anterior-posterior identity—which was expected because *yki(RNAi)* tails do not regenerate their anterior [22]. However, the anteriorly-expressed WNT signalling antagonists, *notum* and *sfrp-2* were still expressed in *yki(RNAi)* tails (Fig 5H, S5A and S5B Fig) [36]. Thus, the *yki(RNAi)* regenerative defects were not simply a failure to express anterior-specification genes. Indeed, the changes in patterning molecules were not limited to the WNTs, but also included genes associated with patterning the midline such as *netrin-2A* and *slit* (S5C and S5D Fig), or the dorsal-ventral axis such as *bmp*, *tolloid-1*, *noggin-1*, and *-7* (Fig 5H). 

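*notum* (SmedASXL_009180), which encodes a secreted inhibitor of WNT ligands, was expressed in *yki(RNAi)* tails at 3.35 ± 0.211 CPM (SD, n = 3) at 6 hpa, 6.41 ± 0.936 CPM at 12 hpa and 4.22 ± 0.429 CPM at 24 hpa. In *control(RNAi)* tails it stood at 2.41 ± 0.342, 12.3 ± 1.07 and 3.01 ± 0.627 CPM. At 12 hpa it fell by 0.91 on the log2 scale (SE 0.108, adjusted p = 4.79e-06 from edgeR), with every *yki(RNAi)* library below every *control(RNAi)* library. In *control(RNAi)* tails *notum* also dropped from 12 to 24 hpa. Its fall was not tested apart from the further position of the *yki(RNAi)* 12 hpa tails along the change from 6 to 24 hpa. At 6 and 24 hpa its log2 fold changes were 0.52 (SE 0.168) and 0.51 (SE 0.186), with adjusted p = 0.110 and 0.186 from edgeR and every *yki(RNAi)* library above every *control(RNAi)* library. *sfrp2* (SmedASXL_009354), a secreted Frizzled-related inhibitor, was expressed in *yki(RNAi)* tails at 11.8 ± 0.688, 9.07 ± 0.497 and 10.3 ± 0.419 CPM (SD, n = 3), against 8.47 ± 1.19, 6.12 ± 0.250 and 4.43 ± 0.675 CPM in *control(RNAi)* tails. It rose at 12 hpa by 0.59 (SE 0.096) and at 24 hpa by 1.23 (SE 0.132), with adjusted p = 0.000152 and 0.00218 from edgeR.
At 6 hpa *sfrp2* rose by 0.51 (SE 0.126, adjusted p = 0.0413 from edgeR), and this p passed 0.05 without *control(RNAi)* replicate A (0.140) or C (0.0798) or *yki(RNAi)* replicate A (0.111), B (0.0982) or C (0.129). With a term for the replicate letter it was adjusted p = 0.0521 from edgeR. Relative to *control(RNAi)* intact animals, *sfrp2* fell by 1.55 on the log2 scale in *control(RNAi)* tails at 6 hpa (SE 0.138, adjusted p = 2.98e-05 from edgeR). Tails lack the head, where *sfrp2* is expressed, so this contrast also holds the loss of that region.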

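*slit* (SmedASXL_018293), a midline guidance gene, rose in *yki(RNAi)* tails by log2 fold changes of 0.54 at 6 hpa (SE 0.096), 0.58 at 12 hpa (SE 0.061) and 0.59 at 24 hpa (SE 0.077), with every *yki(RNAi)* library above every *control(RNAi)* library (adjusted p = 0.00787, 1.23e-06 and 0.00425 from edgeR). *BMP4* (SmedASXL_010389), a ligand that specifies dorsal fate, rose at 12 hpa by 0.90 (SE 0.144, adjusted p = 0.000128 from edgeR), and *noggin-1* (SmedASXL_010770), of the family of BMP antagonists, rose by 0.78 (SE 0.159, adjusted p = 0.0012 from edgeR). *noggin-7* (SmedASXL_008242), another member of that family, at 12 hpa fell by 0.77 on the log2 scale (SE 0.081, adjusted p = 1.08e-06 from edgeR). At 6 and 24 hpa the log2 fold changes of *BMP4* were 0.31 (SE 0.202) and 0.24 (SE 0.159), those of *noggin-1* 0.18 (SE 0.210) and 0.20 (SE 0.180), and those of *noggin-7* -0.48 (SE 0.143) and -0.34 (SE 0.127). For *noggin-7* at 6 hpa the adjusted p was 0.0786 from edgeR, 0.0276 from DESeq2 and 0.0339 from edgeR without *yki(RNAi)* replicate A.
*netrin-2A*, which encodes a guidance ligand, had log2 fold changes of 0.34 (SE 0.105), 0.27 (SE 0.103) and 0.31 (SE 0.126), with adjusted p = 0.0907, 0.0618 and 0.239 from edgeR. At 12 hpa it was adjusted p = 0.037 from edgeR without *control(RNAi)* replicate A. *tolloid*, named after a protease that releases BMP, had log2 fold changes of 0.16 (SE 0.065), 0.16 (SE 0.044) and 0.24 (SE 0.057), with adjusted p = 0.225, 0.0101 and 0.0508 from edgeR, and stayed under a 1.2-fold change at 12 hpa.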

Alterations in expression of these signalling pathways can affect regeneration with improperly sized organs, thus, we next tested whether *yki(RNAi)* animals had defects in organ scaling [16,33,37].

### yki(RNAi) animals exhibit defects in scaling and morphallaxis

The planarian has an innate ability to sense injury size by recognizing the amount of tissue removed, known as the “missing tissue response” or “size sensing mechanism” [38]. The brain and pharynx are planarian organs that are particularly stereotyped in their remodeling following injuries and can also scale dynamically [15,16,39]. For example, in relation to the amount of tissue removed or amputated, the post-mitotic planarian pharynx must be rescaled and re-patterned to its new fragment size, which is accomplished in part by increases in cell death [39]. To test how this scaling mechanism may be altered in *yki(RNAi)*, pharynxes were chemically amputated from trunk fragments that had been regenerating for 3 days but underwent selective amounts of tissue removal (0%, 10%, 40%, and 80%) (Fig 6A). The isolated pharynxes were immediately fixed and assayed for TUNEL (Fig 6B). In *control(RNAi)* amputated pharynxes, a proportionality between the amount of tissue removed and the amount of cell death was observed, as previously reported (Fig 6B) [39]. However, in *yki(RNAi)* animals, this relationship was uncoupled (Fig 6B and 6C).

**Fig 6:**
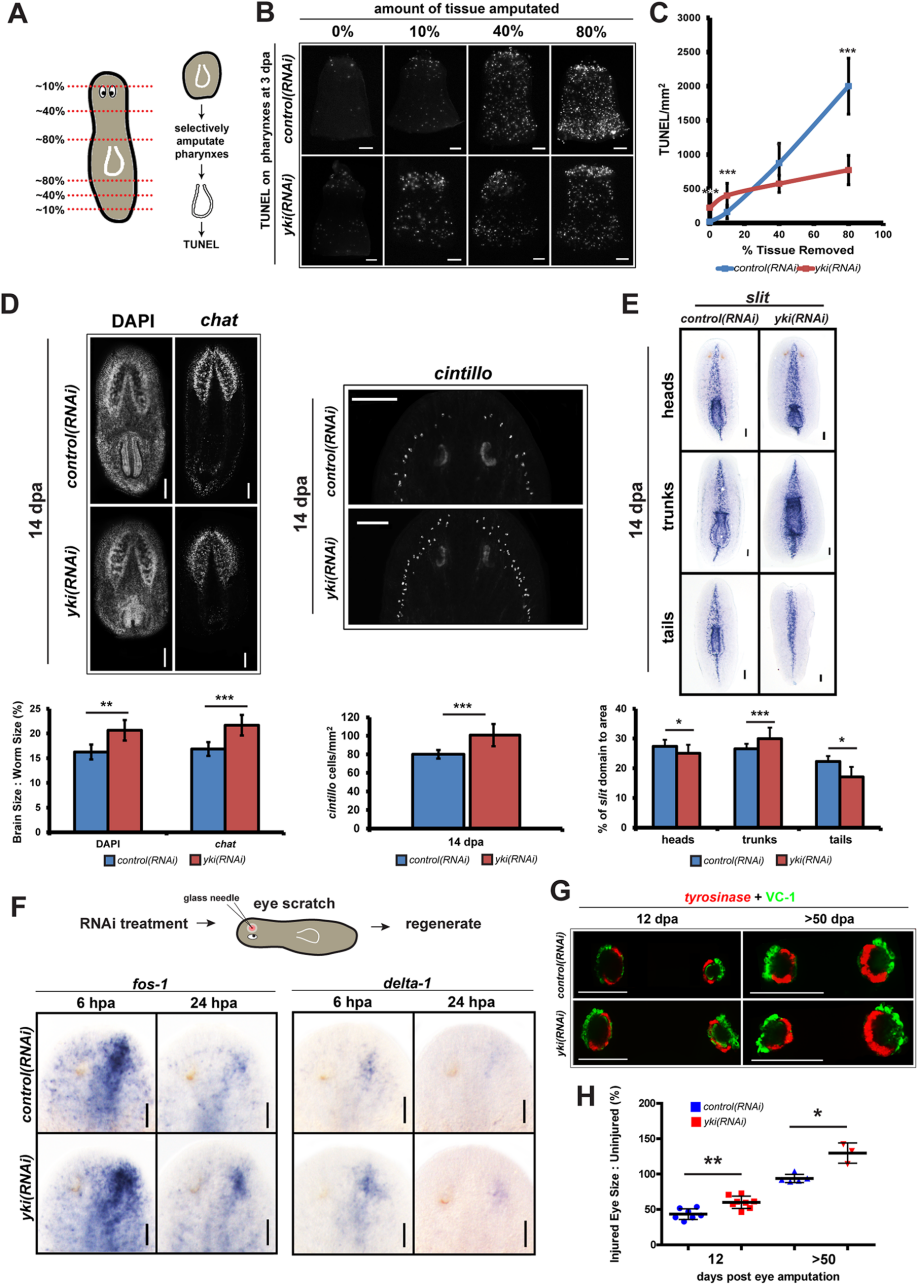
*yki* regulates scaling and morphallaxis. (A) Pharynxes amputated from animals with selective tissue removed can be assayed for cell death as a size sensing mechanism. A schematic of the regeneration series with various percentages of tissue removed with subsequent experimental steps outlined. (B) Amputated pharynxes (n≥9 at each amputation condition) assayed for TUNEL. (C) Quantification of TUNEL stained pharynxes from (A). (D) Top: Head fragments from *control(RNAi)* and *yki(RNAi)* worms were assayed for brain scale and morphology using DAPI (n≥9), *chat* (n≥7), and *cintillo* (n≥8) stains at 14 dpa. Bottom: The ratio of brain size to worm size expressed as a percentage and quantified from (D) and the quantification of the number of *cintillo*^+^ cells to worm size from (D). (E) Regenerating fragments at 14 dpa stained for *slit*. *yki(RNAi)* animals show an expanded *slit* gradient that fails to rescale to appropriate proportions with quantification below (n≥6 for each fragment). (F-H) *yki(RNAi)* animals fail to maintain proper scale and transcriptional injury response dynamics in an eye injury model. (F) Top: schematic of eye scratch experiments. Only right eyes were injured while the left contralateral ones were uninjured. Bottom: *fos-1* and *delta-1* are augmented and prolonged in expression in *yki(RNAi)* animals (n≥5 for each stain and timepoint). (G) Representative animals from the eye scratch experiments at 12 and >50 dpa were assayed for *tyrosinase* (red) and VC-1 (green). (H) A quantification of the regenerating eye size in comparison to the uninjured eye from images in (G). Each point represents 1 animal. Ratios are shown as a percentage. Error bars are 1 standard deviation. Statistical significance was determined with two-tailed unequal variance student’s *t*-test. *p<0.05, **p<0.01, ***p<0.001. Scale bars are 100 μm.

Similar to the pharynx, the planarian brain must be scaled down in size in relation to the new size of the head fragment [10,16]. Using DAPI and *chat* (*choline acetyltransferase)*, which labels majority of the central brain neurons, a ratio of the brain size relative to the body size was determined (Fig 6D) [40]. At 14 dpa, *yki(RNAi)* head fragments were smaller due to inability to regenerate [22], however, the brain to body ratio was significantly larger (Fig 6D). Accordingly, *cintillo*, which is expressed in chemoreceptive neurons, did not re-scale appropriately in *yki(RNAi)* animals (Fig 6D) [16,41]. Other scaling defects in *yki(RNAi)* animals at 14 dpa included: the *slit* midline gradient in all three regenerating fragments (Fig 6E) [42], *noggin-7* and *tolloid* (S6A Fig) [43,44], and the gut by *HNF4* expression (S6B and S6C Fig) [8]. In total, we concluded from these data that Yki was required for correct tissue remodeling in order to restore scale and proportion of multiple organ systems following injury.

It was recently shown that if a planarian eye is scratched off, it will regenerate via a homeostatic mechanism that is not at the threshold to trigger the injury response [45]. However, if the eye is scratched off together with lateral injuries, the eye will regenerate faster because an injury threshold was reached [45]. Because *yki(RNAi)* animals have heightened injury responses, even in intact animals (S7 Fig), we reasoned that an eye scratch alone could reach an injury threshold and predicted that *yki(RNAi)* eyes would reappear faster. We confirmed this prediction and not only observed that *fos-1* and *delta-1* were upregulated following an eye scratch, but by day 12, the regenerating eye in *yki(RNAi)* animals was significantly larger than control (Fig 6F–6H). Interestingly, the growth endpoint of the regenerating eyes in *yki(RNAi)* animals did not end at the correct scale and proportion, and instead grew back significantly larger than controls at 50 dpa (Fig 6G–6H). Taken together, this suggested that *yki* was required to determine organ scaling by restricting the magnitude and duration of injury responses (Fig 7).

**Fig 7:**
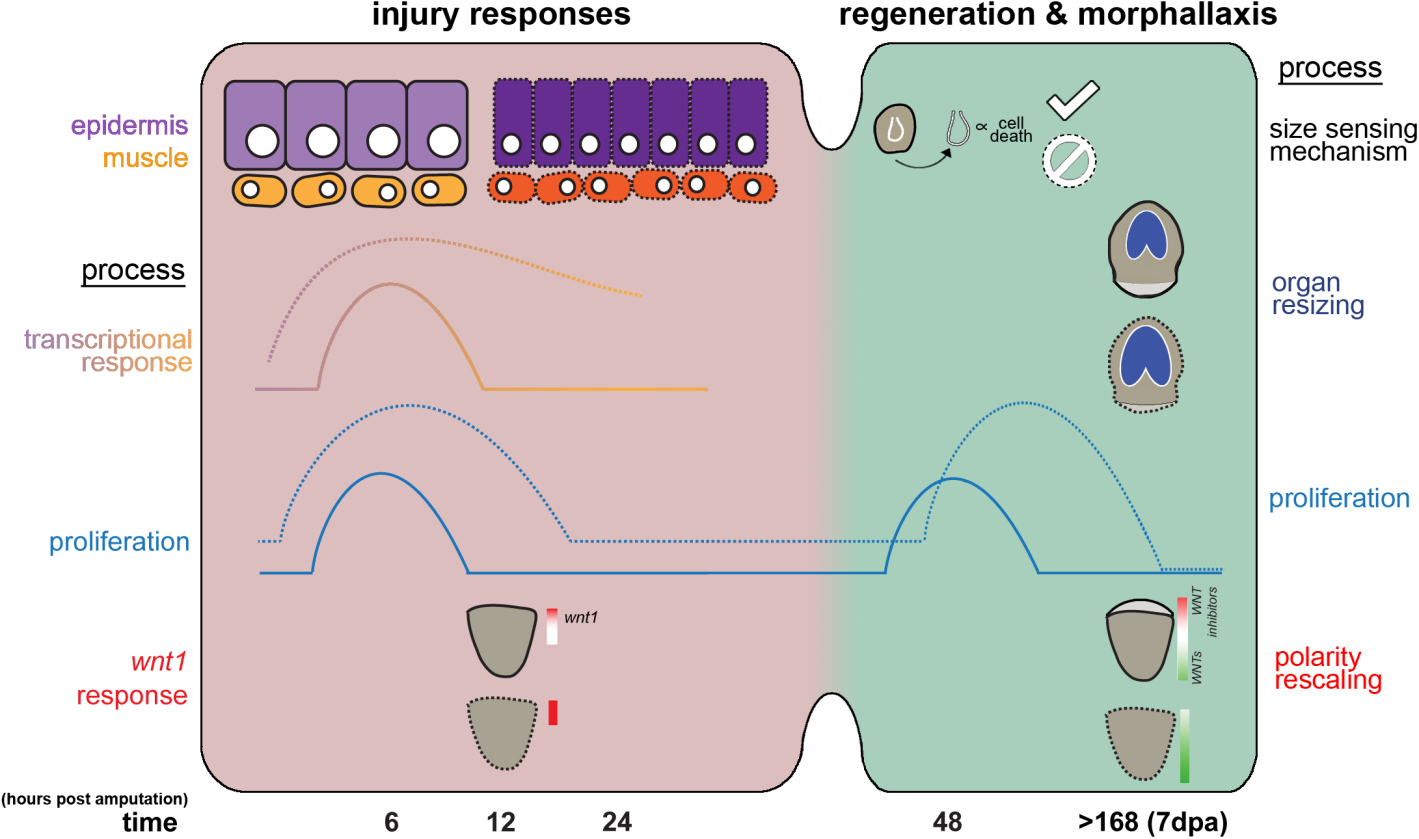
Model: The roles for *yki* during planarian regeneration. In *control(RNAi)* animals (solid lines), the injury responses are composed of distinct spatial and temporal patterns of proliferation and transcription. For instance, the transcriptional response of wound-induced genes is primarily localized to the epidermis and muscle, while the *wnt1* response peaks at 12 hpa. As regeneration progresses, a second wave of proliferation occurs at 48 hpa. After the lost tissues have been replaced, reintegration with the old tissues occurs by morphallaxis. For example, the brain will be rescaled down in size in head fragments, and the WNT genes re-establish their graded expression along the anterior-posterior axis. By contrast, in *yki(RNAi)* regenerating animals (dotted lines), all aspects of the generic wound response are heightened, evident by dysregulated proliferative dynamics and the augmented wound-induced gene expression, which may be attributed to the increased epithelial and muscle cell numbers. The second mitotic burst is temporally shifted and a complete failure in regeneration is observed. Ultimately, re-patterning and scaling are also affected. Altogether, this suggests that *yki* is required to restrict multiple aspects the injury response, including proliferation, wound-induced gene expression, and patterning to ensure proper regenerative outcomes.

## Discussion

### A broad role for yki in wound response?

Our previous work with *yki* in planarians was primarily on the pleiotropic roles in intact animals. We described additional defects in regeneration, but did not have tools or markers to explore those defects. We had demonstrated that cell division was not blocked, nor was differentiation [22]. Here, we focused on why regeneration was failing in *yki(RNAi)* fragments. It was not particularly surprising that *yki(RNAi)* animals displayed hyper-proliferation, accompanying increased differentiation, and increased TUNEL staining, similar to Yki’s role in intact animals. More interesting was the up-regulation of key members of the transcriptional wound response (summarized in Fig 7).

In the broad context of phenotypes for mutants in the Hippo pathway, it is well known that this gene cascade controls tissue growth, patterning, proliferation, and cell death. It would be interesting to determine whether specific tissue defects in other systems are caused by dysregulation of wounding programs. For example, mutations in TAZ, the vertebrate paralog of YAP, cause polycystic kidneys [46,47] and cystic kidneys also have altered Hippo signalling [48], while mutations in the core kinase cassette of the Hippo pathway in adults can cause tissue overgrowths in specific instances of homeostasis or regeneration [49]. In planarian regeneration, we find that both the wound response (Fig 2 and Fig 3), as well as patterning molecules, are dysregulated (Fig 5H). If both responses are under the control of Yki/YAP in other systems, it could explain many of the disparate phenotypes observed in various mutants in the Hippo pathway.

### Direct or indirect effects of yki on the wound response?

A lingering question from this work is whether Yki is a direct repressor of the transcriptional wound response, or whether it is a secondary defect in other tissue types. Although Yorkie/YAP is commonly associated with gene activation, it may also function as a co-repressor by associating with the NuRD complex to repress downstream transcription [50]. Alternatively, it has been well established that both the epidermis and muscle of planarians are the sites of the transcriptional wound response, to a large extent [12,13], and these very tissues are increased in *yki(RNAi)* animals (Fig 4 and Fig 5). Because intact *yki(RNAi)* animals show increased epithelial differentiation and increased muscle cells prior to amputation (S7A and S7B Fig), perhaps an alternative model is that there are simply more cells to transcribe a particular wound-responsive gene or that defects in the epithelium causes induction of wounding, similar to what was observed in [30]. In this case, Yki’s role would indirectly affect the wound response and instead, Yki may function in establishing the appropriate cell size and cell density ratio of a given tissue, such as the epidermis. 

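In intact *yki(RNAi)* animals the sulfotransferase match *SULT1C3* (SmedASXL_006173) rose relative to intact *control(RNAi)* animals by a log2 fold change of 1.92 (SE 0.195). *L3HYPDH* (SmedASXL_019387), which matches a proline dehydratase, rose by 1.52 (SE 0.179), *NOTCH1* (SmedASXL_013814), which matches Notch receptors, by 0.67 (SE 0.099) and *kynureinase* (SmedASXL_019407), named after an enzyme of tryptophan breakdown, by 0.66 (SE 0.10). *SLC16A14* rose by 1.38 (SE 0.116), the posterior gene *Sp5* by 1.05 (SE 0.167), and *Fzd-d* rose by 0.91 (SE 0.139). *lectin-like* fell by 5.77 on the log2 scale (SE 0.696), and *inhibin-1* fell by 2.14 (SE 0.302). For all of these genes every *yki(RNAi)* library lay on the same side of every *control(RNAi)* library (adjusted p from 6.38e-05 for *SLC16A14* to 0.00391 for *Sp5* from edgeR).
Of the 35 curated wound-induced genes of S1 Table, 16 were higher and 1 lower in *yki(RNAi)* intact animals (21 and 1 adjusted over the list alone). The list was drawn up on these libraries and is not independent evidence. Of the 97 genes from the earlier study, 17 of 93 tested were higher and 9 lower (26 and 17 adjusted over the list alone), with a median log2 fold change of 0.04 and a mean of -0.02. Of the 14 muscle members, 5 were higher and 2 lower (7 and 2 adjusted over the list alone), and the muscle members went up as a group (adjusted p = 0.0253 by limma's camera), with adjusted p = 0.324 with an estimated correlation. The muscle counts were 3 and 2 without *control(RNAi)* replicate A, 2 and 1 without *yki(RNAi)* replicate A, and 1 and 1 without *control(RNAi)* replicate B or *yki(RNAi)* replicate B or C. The curated counts were 9 and 1 without *control(RNAi)* replicate B, 18 and 2 without *control(RNAi)* replicate C, and 8 and 1 without *yki(RNAi)* replicate B or C. The counts for the 97 genes were 9 and 3 without *control(RNAi)* replicate B, 8 and 3 without *yki(RNAi)* replicate B and 8 and 4 without *yki(RNAi)* replicate C.
Of the 524 wound-induced transcripts tested in intact animals, 37 were higher and 53 lower, with a median log2 fold change of -0.08. Over all transcripts 428 were higher and 505 lower of 25534 tested. Without *control(RNAi)* replicate B these were 128 and 230, without *control(RNAi)* replicate C 1179 and 1763, and without *yki(RNAi)* replicate A, B or C 283 and 335, 101 and 159, and 114 and 208. Along the change from 6 to 24 hpa in *control(RNAi)* tails, *control(RNAi)* intact replicates A and B stand apart at 0.50 and 0.48. Replicate C and the *yki(RNAi)* intact libraries lie at 0.07 to 0.10, and the intact comparison was not tested apart from this. The wound gene *wnt1* (SmedASXL_006093) had a log2 fold change of 1.17 (SE 0.314, adjusted p = 0.0617 from edgeR, 0.00542 with all 24 libraries in 1 fit), and *notum* one of 0.80 (SE 0.349, adjusted p = 0.242 from edgeR, 0.036 without *yki(RNAi)* replicate A). The paper assayed *fos-1*, *delta-1* and *jun-1* in intact animals by WISH (S7C Fig). Here *fos-1*, *delta* and *jun-1* had log2 fold changes of 0.37 (SE 0.123), 0.37 (SE 0.094) and -0.10 (SE 0.171). None passed, with adjusted p = 0.128, 0.0516 and 0.804 from edgeR.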

Although we cannot rule out this explanation due to the pleiotropy of Yki, we believe that Yki’s effects on the wound-response in planarians is direct due to the fact that we detect increased expression of key genes in the wound program in intact animals prior to any injury (S7C and S7D Fig).

### Yki’s cellular role in planarian regeneration: cell autonomous or non-autonomous?

Although Yki is thought to be a transcriptional co-activator, there are clearly cell non-autonomous effects in *yki(RNAi)* animals. For example, proliferation is altered in stem cells, yet *yki* is not expressed appreciably in the stem cell compartment. Because stem cell proliferation in planarians has stereotyped responses to injury and the injury program is increased in *yki(RNAi)* animals (Fig 2 and Fig 3), we suggest that the simplest explanation of the data is that *yki(RNAi)* causes de-repression of the wound program, thereby increasing the stem cell response through extrinsic signals. Although the wound-induced signal(s) that directly trigger the bimodal waves of proliferation during regeneration remain elusive in planarians, correlations between the transcriptional and proliferative response may be inferred. For example, the two responses overlap temporally [11,12,13] and *follistatin(RNAi)* regenerating animals fail to express a second wave of wound-induced genes and do not mount a second burst of proliferation [38,51]. Therefore, the transcriptional injury response, which is regulated by Yki (Fig 2 and Fig 3) may be required to initiate proliferation. Similarly, during *Drosophila* midgut regeneration, Yki is activated in the non-proliferative enterocytes to secrete cytokines that stimulate intestinal stem cell proliferation in a non-autonomous fashion [52,53].

Equally possible is that Yki has roles in cell death or cell longevity, which can also explain the defects seen in *yki(RNAi)* animals. For example, the increased epithelial cells in *yki(RNAi)* could be due to either increased differentiation, or increased longevity of the epithelial cells themselves. A similar mechanism could be at work for muscle since both the epithelium and muscle express *yki* (S1D Fig). Finally, we observe consistently increased cell death in *yki(RNAi)* animals (S1C Fig). In other systems, dying cells often express cytokines to trigger their replacement [54,55]. Although we have no evidence for this compensatory-proliferation mechanism of signaling in planarians, it could be a conserved mechanism of triggering increased cell divisions, thereby leading to increases of specific cell types. A key reagent to distinguish these possibilities would be an antibody and to determine what cell types and in what contexts Yki becomes activated and goes into the nucleus.

### Does yki function in tissue scaling in planarians?

Another key feature of the transcriptional injury response is to lay the foundation for axial and tissue re-scaling, yet the biology of tissue scaling in planarians remains nebulous. The 12 hpa time point is the peak temporal expression window for the majority of wound-induced patterning molecules [12,13], including *wnt1*, which is crucial in determining axial polarity [35]. Interestingly, many of the dysregulated wound-induced genes in *yki(RNAi)* have roles in patterning (Fig 3A and Fig 5H). Indeed, *wnt1* was significantly increased in *yki(RNAi)* animals (Fig 5E). Modulating patterning can have consequences in regeneration by affecting pole determination, cell fate decisions, or organ sizing and scaling [15,16,33,56,57,58]. We hypothesize that the failures in regeneration in *yki(RNAi)* may be attributed to the mis-expression of multiple patterning molecules (Fig 5H). In addition, the process of morphallaxis was also altered in *yki(RNAi)* (Fig 6D and 6E, S6 Fig). Therefore, the dysregulated transcriptional injury response in *yki(RNAi)* may be responsible for the changes in proliferation and patterning that likely have detrimental effects on scaling and sizing during regeneration (Fig 6F and 6H and Fig 7).

What could be causing the upregulation of the transcriptional injury response in *yki(RNAi)* animals? One possibility may be epithelial integrity which serves as a negative feedback regulator of the transcriptional injury responses. *Smed-egr-5(RNAi)* (*early growth factor 5*), a crucial post-mitotic epidermal determinant, causes a loss of epithelial integrity and increased wound-induced gene expression [30]. Similarly, *yki(RNAi)* animals had increased epidermal density concurrent with increased wound-induced gene expression (Fig 4). In other systems, the roles for YAP in regulating cell density converge upon inputs such as cytoskeletal tension and mechanosensation [59,60]; yet, how tension may function in planarian biology, or in a regenerative context, remains unknown. Another source of upstream cues may come from the previously characterized pathways that have roles in regulating the planarian injury responses, including TGFβ signalling through the Activin-Follistatin axis, SMG-1, mTOR, and JNK signalling [38,61,62]. Yki/YAP also have described roles in interacting with each of these pathways, however, the interactions remain to be biochemically elucidated in planarians [63,64,65,66]. Therefore, multiple wounding cues and signals may converge on Yki to direct the injury responses. Taken together, we have shown that Yki is required to restrict the magnitude and duration of the injury responses, which coordinate proliferation, differentiation, and patterning to ultimately dictate scaling during regeneration.

## Materials and methods

### Animal husbandry, exposure to γ-irradiation, and RNAi

Asexual *Schmidtea mediterranea* strain CIW4 were reared as previously described [67]. For irradiation experiments, planarians were exposed to 60 Gray (Gy) of γ-irradiation from a ^137^Cs source [68]. RNAi experiments were performed using previously described expression constructs and HT115 bacteria [69]. Bacteria were grown to an O.D.600 of 0.8 and induced with 1 mM IPTG for 2 hours. Bacteria were pelleted, mixed with liver paste at a ratio of 500 μl of liver to 100 ml of original culture volume, and frozen as aliquots. The negative control, “*control(RNAi)*”, was the *gfp* sequence as previously described [70]. All RNAi food was fed to one week starved experimental worms every 3^rd^ day for a total of 3 feedings. To suppress edema formation, animals were placed in a high-salt medium following RNAi with increasing titrations of 10 mM Instant Ocean Aquarium Salt added into the media every 3 days until a final concentration of 60 mM was achieved [22]. Amputations were performed 15 days after the final feeding with the corresponding salt addition mentioned, which did not alter regeneration or worm behaviour. All animals were size-matched between experimental and control worms.

### Pharynx amputations

Pharynxes were chemically amputated by replacing planarian water with 100 mM sodium azide (NaN_3_) diluted in planarian water. After 7–10 minutes of gentle swirling and pipetting, pharynxes were either entirely extruded or extended, which required forceps for complete removal. NaN_3_ was vigorously washed out with planarian media and subsequently fixed [39,71].

### CHX experiments

Cycloheximide (Sigma) was added immediately to animals following amputation as previously described [12].

### Quantitative real-time PCR (qRT-PCR)

Reverse transcription reactions were conducted on total RNA extracted from approximately 15 worms using a SuperScript III Reverse Transcriptase Kit (Invitrogen). Quantitative real-time PCR was performed in biological triplicate on a Bio-Rad CFX96 Touch Real-Tie PCR Detection System with SYBR Green PCR Master Mix (Roche) as per manufacturer’s instructions. Expression was normalized to *control(RNAi)* intacts and the 2^-ΔΔCT^ method was used for relative quantification. Primer pairs for ubiquitously expressed GAPDH were used as a reference as previously described [72]. Experiments were biologically and technically triplicated. All error bars are standard deviations with statistical significances determined by two tailed unequal variance student’s *t*-tests.

### Immunolabeling, BrdU, TUNEL, and in situ hybridizations (ISH)

Whole-mount ISH (WISH), and double fluorescent ISH (dFISH), and immunostainings were performed as previously described [29,73,74]. Colorimetric WISH stains were imaged on a Leica M165 fluorescent dissecting microscope. dFISH and fluorescent phospho-histone H3 (rabbit monoclonal to H3ser10p, 1:500, Millipore) immunostains were imaged on a Leica DMIRE2 inverted fluorescence microscope with a Hamamatsu Back-Thinned EM-CCD camera and spinning disc confocal scan head. BrdU (Sigma B5002-5G, 25 mg/ml) was dissolved in 50% ethanol and fed to animals and was stained as previously described [24]. TUNEL was performed as previous described [39] with the Terminal Deoxynucleotidyl Transferase enzyme (Thermo, EP0162). All cell counts and co-localizations were quantified using freely available ImageJ software (http://rsb.info.nih.gov/ij/) with the cell counter function. Positive cells were visually distinguished manually. Significance was determined by a two tailed unequal variance pairwise student’s *t*-test. All images were post-processed in a similar manner using Adobe Photoshop.

### RNA sequencing and differential expression analysis

RNA deep sequencing (RNAseq) was performed on 1 day post-irradiated animals with no amputation (intact) or tail fragments regenerating at 6, 12, and 24 hours post amputation. Experiments were performed in biological-triplicate, sequenced to a depth of >20 million reads per sample, and multiplexed on an Illumina HiSeq2500 with 50 base pair, single-end reads. Raw scRNAseq data from uninjured cells (including stem cells, neurons, gut, epithelial, muscle and parapharyngeal cells) were obtained from the NCBI Sequence Read Archive (SRA:PRJNA276084) [13]. Reads were aligned to the SmedASXL transcriptome assembly under NCBI BioProject PRJNA215411 using bowtie2 [75] with 15 bp 3’ trimming. For detecting novel wound-induced genes, DEseq2 was used for differential expression analysis on triplicated regenerating samples at each time point compared to intact animals with [FC] (fold change) ≥ 2 with a [FDR] (false discovery rate) < 0.05[76]. To uncover and validate whether the novel-wound genes were upregulated in *yki(RNAi)* tail fragments, DEseq2 was used to compared time matched samples in a pair-wise manner with significance calling at [FC] ≥ 1.25 and a [FDR] < 0.05 (S1 Table). Tail enrichment was determined with previously published data sets [29]. To detect mis-expressed patterning molecules (Fig 5H), DEseq2 was run on the triplicated *yki(RNAi)* samples and the matched *control(RNAi)* with [FC] ≥ 1.2 or [FC] <0.83 with a [FDR] < 0.05. Venn diagrams were generated on http://www.biovenn.nl/ [77]. Violin plots were produced using modified source code from [78] and heatmaps were produced using the modified heatmap.3 source code from [27]. Heatmaps in Fig 3A and S4A and S4B Fig have expression levels row-normalized to *control(RNAi)* intacts for ease of visualization. All raw RNAseq data and DEseq2 outputs from this manuscript are available at the NCBI Gene Expression Omnibus (GEO) project GSE97787.

## Supporting information

S1 Fig Aberrant proliferative dynamics are observed in *yki(RNAi)* tail fragments even though *yki* is not highly expressed in the stem cell population. (A) The percentage of mitoses occurring in each zone was determined by dividing tail fragments at 48 and 72 hpa into 5 equal compartments (20% each) with zone 1 at the anterior, closest to the wound site (schematic). Representative binning images are shown with red lines demarking each zone and yellow dotted lines outlining the animal (n≥7). Quantifications of the number of mitoses in each zone relative to the total amount are on the right. (B) Tail fragments at 6 hpa were assayed for H3P (red), *piwi-1* (blue), and sigma stem cell marker *soxP-2* (green) with quantification on the right. (C) 100 μm from the wound margin (red dotted line), an increase in both proliferation (green) and apoptosis (magenta) are seen in *yki(RNAi)* animals with quantification on the right (n≥11). (D) From single-cell RNAseq, *yki* expression is enriched in the differentiated tissues (epidermal, gut, and muscle), and is lowly expressed in the stem cell compartment. Error bars are standard deviation. Statistical significance was determined with two-tailed unpaired student’s *t*-test. n.s. = not significant, ***p<0.001. Scale bars are 100 μm.
(TIF)

S2 Fig *yki* restricts wound induced genes. (A) A regeneration time course with representative WISH images for injury marker *tyrosine-kinase2*. (B-C) Cyclohexamide (CHX) does not affect *fos-1* or *delta-1* (B) but abolishes *noggin-like-1* expression (C).
(TIF)

S3 Fig Loss of protonephridial or anterior-posterior maintenance does not affect proliferation or wound-induced gene expression. (A) Knockdown of *yki*, *carbonic anhydrase VII* (*CAVII*), *pou2/3*, and *wnt1* are verified by WISH. Black arrow indicates *wnt1* expression with magnified panel to the right. Besides *yki(RNAi)*, regenerating tail fragments for the other RNAi conditions do not show a regeneration defect (B), changes in proliferation (C) or changes in *fos-1* (D) or *delta-1* expression (E).
(TIF)

S4 Fig *yki* affects wound-induced genes that predominantly localize to the epidermis and muscle. (A) A heatmap of previously identified wound-induced genes (Wurtzel et al., 2015) that were upregulated in our analyses when comparing *control(RNAi)* regenerating tails to *control(RNAi)* intact animals. Red asterisks indicate transcripts that were also significantly up in *yki(RNAi)* regenerating tails at any time point. (B) A heat map of upregulated novel wound-induced genes comparing *yki(RNAi)* tails to *control(RNAi)* tails that are tail-enriched (top) or not (bottom). (C) A representative regeneration time course stained by WISH (left) with corresponding CPM values for *SmedASXL_061347*. Statistical significance was determined by DEseq2 analyses with ***p<0.001. Error bars are standard deviation. Scale bars are 100 μm. (D) From scRNAseq from Wurtzel et al. (2015), differentiated cell type enrichment profiles for novel wound-induced genes that are tail enriched: *Smed-Post-2d* and *beta-catenin-like*; or not: *IMDH2*, *CC122*, *F6QPC8*, *collagen-alpha-5*, and *SmedASXL_061347*.

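The immediate early gene *early growth response-2* (SmedASXL_015062) rose in *control(RNAi)* tails relative to *control(RNAi)* intact animals by log2 fold changes of 2.93 at 6 hpa (SE 0.212), 2.78 at 12 hpa (SE 0.156) and 1.56 at 24 hpa (SE 0.199). *ston* rose by 2.71 at 6 hpa (SE 0.207) and 3.72 at 12 hpa (SE 0.125), and *notum* by 3.21 at 12 hpa (SE 0.155). *wnt1*, expressed at wounds, rose by 2.08 at 6 hpa (SE 0.279) and 2.24 at 12 hpa (SE 0.242). *hadrian* (SmedASXL_002439) rose at 24 hpa by 3.79 (SE 0.613) and *RAD50* (SmedASXL_006969), named after a DNA repair protein, by 2.19 (SE 0.369). All tail libraries lay above all intact libraries for these genes and times (adjusted p from 0.00262 for *RAD50* to 1.53e-09 for *ston* at 12 hpa from edgeR).
Of the 97 genes from the earlier study, 23 of 95 tested were at least 2-fold higher and 4 at least 2-fold lower at 6 hpa, 16 and 7 of 94 at 12 hpa, and 19 and 8 of 93 at 24 hpa (23 and 4, 16 and 8, and 19 and 9 adjusted over the list alone). The 97 genes went up as a group (adjusted p = 5.56e-22, 3.03e-14 and 3.53e-05 by limma's camera), with adjusted p = 0.0587, 0.0572 and 0.194 with an estimated correlation. Of the 35 curated genes, a list chosen on these libraries and so not independent evidence, 14, 12 and 15 were at least 2-fold higher (14, 12 and 15 adjusted over the list alone). At 24 hpa 11 were so without *control(RNAi)* intact replicate A and 11 without *control(RNAi)* 24 hpa replicate B. Among 27727, 27423 and 27408 transcripts tested, 196, 357 and 449 were at least 2-fold higher.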

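*SmedASXL_061347* had 3.83 ± 1.14 CPM (SD, n = 3) in *control(RNAi)* and 3.12 ± 0.908 CPM in *yki(RNAi)* intact animals. In *control(RNAi)* tails it stood at 3.09 ± 0.216, 4.58 ± 0.293 and 8.91 ± 1.93 CPM at 6, 12 and 24 hpa, and in *yki(RNAi)* tails at 4.25 ± 0.764, 8.36 ± 1.56 and 7.62 ± 1.12 CPM. At 12 hpa it rose in *yki(RNAi)* tails by a log2 fold change of 0.88 (SE 0.133, adjusted p = 6.7e-05 from edgeR), with every *yki(RNAi)* library above every *control(RNAi)* library. At 6 and 24 hpa the log2 fold changes were 0.50 (SE 0.176) and -0.20 (SE 0.167), with adjusted p = 0.143 and 0.621 from edgeR. Relative to intact animals of the same treatment it rose in *yki(RNAi)* tails at 12 hpa by 1.39 (SE 0.180) and at 24 hpa by 1.26 (SE 0.189), with adjusted p = 3.21e-05 and 0.000509 from edgeR. In *control(RNAi)* tails it rose at 24 hpa by 1.19 (SE 0.233, adjusted p = 0.00669 from edgeR), and by 0.94 without *control(RNAi)* intact replicate C, under the 2-fold threshold.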

(TIF)

S5 Fig Wound- and non-wound-induced patterning molecules are improperly expressed during the early injury time points in *yki(RNAi)*. (A-D) A WISH regeneration time course with representative images for *notum* (A), *sfrp-2* (B), *netrin-2A* (C) and *slit* (D). Blue arrows indicate area where *netrin-2A* expression is most prominently wound-induced. Scale bars are 100 μm.
(TIF)

S6 Fig Scaling of patterning gradients and organs are affected in *yki(RNAi)* animals. (A) Representative images of 14 dpa regenerating fragments assayed for *noggin-7* and *tolloid* by WISH. (B) Trunk fragments at 14 dpa are assayed by FISH for gut marker *HNF4* (magenta). (C) Quantification of the area of *HNF4* expression to the total body size from images in (B). Error bars are standard deviation and statistical significance was determined with two-tailed unpaired student’s *t*-test with *p<0.05, ***p<0.001. Scale bars are 100 μm.
(TIF)

S7 Fig *yki(RNAi)* intact animals show increased numbers of muscle and epidermal cells with elevated levels of wound marker expression. (A) Animals were assayed by WISH for *prog-2*, *AGAT-1*, and *collagen*. (B) Quantification of images from (A). (C-E) Wound markers are elevated in *yki(RNAi)* animals, but are still induced during regeneration. Animals were assayed by WISH for wound markers *fos-1*, *delta-1*, and *jun-1* (C). Fold change of *bona fide* wound markers (list from S4A) between *yki(RNAi)* intacts to *control(RNAi)* intacts (D). The same set of wound markers from (E) comparing *yki(RNAi)* regenerating tails to *yki(RNAi)* intacts. Therefore, in *yki(RNAi)* intacts, wounding genes are elevated, but the majority are still induced following injury, which suggests that *yki(RNAi)* animals are still competent to respond to injuries. Error bars are standard deviation and statistical significance was determined with two-tailed unpaired student’s *t*-test with *p<0.05, ***p<0.001. Scale bars are 100 μm.

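*early growth response-2* rose in *yki(RNAi)* tails relative to *yki(RNAi)* intact animals by log2 fold changes of 2.07 at 6 hpa (SE 0.123) and 1.69 at 12 hpa (SE 0.109). *ston* rose by 2.02 at 6 hpa (SE 0.204) and 1.96 at 12 hpa (SE 0.203), and *Fzd-d* by 1.61 (SE 0.131), 1.55 (SE 0.102) and 1.48 (SE 0.126) at 6, 12 and 24 hpa. *jun-1* (SmedASXL_005346), of the AP-1 family of early response factors, rose at 12 hpa by 1.36 (SE 0.110), and *hadrian* at 24 hpa by 5.33 (SE 0.431). For these genes and times all tail libraries lay above all intact libraries (adjusted p from 3.01e-05 for *ston* at 6 hpa to 1.22e-08 for *early growth response-2* at 12 hpa from edgeR). Of the 35 curated genes, 7, 11 and 6 were at least 2-fold higher in *yki(RNAi)* tails at 6, 12 and 24 hpa (7, 11 and 6 adjusted over the list alone), and 24, 24 and 16 were higher at an adjusted p under 0.05 from edgeR with no minimum fold change. Among 26856, 28112 and 27704 transcripts tested, 130, 907 and 1712 were at least 2-fold higher. The 6 hpa count was 86 without *yki(RNAi)* intact replicate B.

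**Figure D3:**
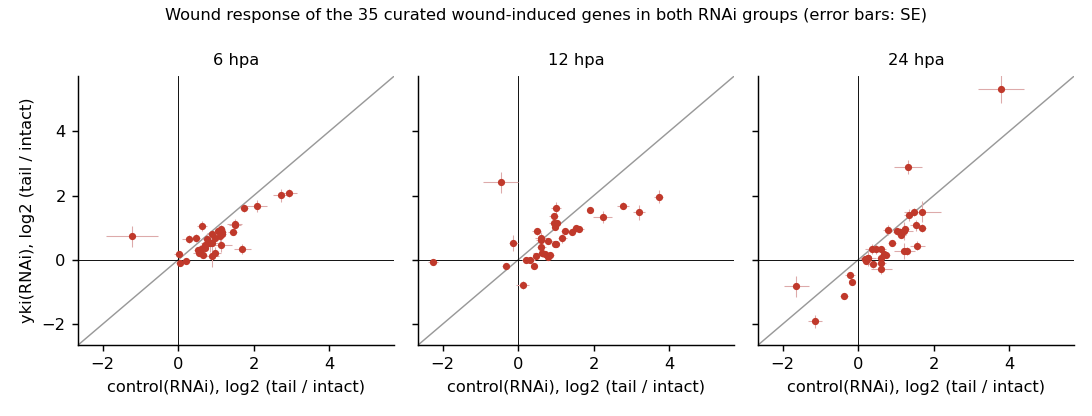
Log2 fold change of tails against intact animals for the 35 curated genes at 6, 12 and 24 hpa, in *control(RNAi)* (horizontal axis) and *yki(RNAi)* (vertical axis) animals; points are genes. Median log2 fold changes were 0.90, 0.84 and 0.74 in *control(RNAi)* and 0.66, 0.67 and 0.33 in *yki(RNAi)* animals. The genes were chosen for a rise in *control(RNAi)* tails of these libraries, so the lower medians are not independent evidence of a smaller response.

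The rise of *ston* at 12 hpa was smaller in *yki(RNAi)* than in *control(RNAi)* animals, by a log2 difference of -1.76 (SE 0.267), and that of *notum* by -1.72 (SE 0.344). The Notch ligand gene *delta* (SmedASXL_018182) differed by -0.71 (SE 0.111), *wntless*, needed for WNT secretion, by -0.58 (SE 0.116) and *NOTCH1* by -0.50 (SE 0.103), with adjusted p = 0.00127 for *ston*, 0.00845 for *notum*, 0.0017 for *delta*, 0.00855 for *wntless* and 0.0112 for *NOTCH1* from edgeR. In this test of whether the response to amputation differs between treatments, 785 transcripts had a log2 difference above 0 and 879 one below 0 at 12 hpa of 31448 tested, where below 0 means a smaller rise or a deeper fall in *yki(RNAi)* animals. The curated genes were chosen for a rise in *control(RNAi)* tails of these libraries, so their counts are not independent evidence of a smaller response. At 12 hpa 2 of the curated genes differed upward and 14 downward (3 and 16 adjusted over the list alone). Without *control(RNAi)* intact replicate B these were 1 and 8, without *control(RNAi)* 12 hpa replicate A 2 and 9, and without *yki(RNAi)* 12 hpa replicate B 2 and 8. Of 14 muscle members 9 differed downward (9 adjusted over the list alone), against 5 without *control(RNAi)* intact replicate B or *yki(RNAi)* intact replicate C and 3 and 4 without *yki(RNAi)* 12 hpa replicate B and C. The 97 genes went down as a group (adjusted p = 0.000931 by limma's camera), with adjusted p = 0.246 with an estimated correlation. None of these differences at 12 hpa was tested apart from the further position of the *yki(RNAi)* 12 hpa tails along the change from 6 to 24 hpa.
At 6 hpa edgeR called 0 of 30471 transcripts, with 3045 at an unadjusted p under 0.05, and DESeq2 called 15. At 24 hpa edgeR called 2 of 30863, with 2971 at an unadjusted p under 0.05, and DESeq2 called 99. These counts depend on *control(RNAi)* intact replicate C, without which 473, 5008 and 427 transcripts passed at 6, 12 and 24 hpa. At 12 hpa 796 passed without *control(RNAi)* intact replicate B, 837 without *yki(RNAi)* intact replicate C, 769, 1043 and 857 without *control(RNAi)* 12 hpa replicate A, B and C, and 682 and 851 without *yki(RNAi)* 12 hpa replicate B and C. At 6 hpa 22 passed without *yki(RNAi)* 6 hpa replicate C. Without any other single library between 0 and 2 passed at 6 hpa and between 0 and 4 at 24 hpa.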

(TIF)

S1 Table Gene lists and novel genes upregulated in *yki(RNAi)* tails from Fig 3 and S4 Fig.

S2 Table Significantly dysregulated patterning genes in *yki(RNAi)* tails from Fig 5H.

How the deposited data were processed for this re-analysis (not part of the article)

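RNA was measured in 24 libraries of irradiated planarians, in 8 groups of 3: intact animals and tails at 6, 12 and 24 hpa, each after *control(RNAi)* or *yki(RNAi)*. The authors aligned single-end reads to the SmedASXL transcriptome with Bowtie2 2.2.4 and deposited raw counts per transcript for each of 2 sequencing lanes. The tool that counted the reads is not stated. As deposited, the log2 fold changes of 6 comparisons (*control(RNAi)* tails against *control(RNAi)* intact animals, and *yki(RNAi)* against *control(RNAi)* tails, at 3 times) were made by the authors with pair-wise DESeq2 on its own size factors. The p-values deposited with them are from the authors' Wald test in DESeq2, with Benjamini-Hochberg adjusted values, and cover a part of the transcripts chosen by a filter that is not stated. The title inside the deposited tables of *yki(RNAi)* tails at 12 and 24 hpa names 6 hpa, and their values were taken as those of the time in the table's name.

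The row of the count table that names no transcript, which held 6.31% to 7.49% of the counts of a library, was left out. In the second lane of *yki(RNAi)* intact replicate A, 22 rows are damaged: 21 hold the value 382 where the first lane holds 0 to 751, and 1 is not a whole number. For this library only the first lane was used. For all other libraries the lanes were summed after the 2 lanes were checked against each other, with a chi-square per degree of freedom between 0.98 and 1.02. Library totals were 11.0 to 23.6 M with a median of 20.6 M. The 10 largest transcripts took 13.9% to 18.7% of the counts of a library, and the 16S ribosomal RNA alone 6.66% to 11.58%.

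Comparisons were fitted in edgeR 4.0.16 under R 4.3.3, each on the libraries of its own groups, with TMM factors and filterByExpr (min.count 10, min.total.count 15). The quasi-likelihood F test gave p-values, adjusted by Benjamini-Hochberg and called under 0.05. The fold-change minimum was 2 for tails against intact animals and 1.25 for *yki(RNAi)* against *control(RNAi)*. For the patterning genes it was 1.2 for a rise and 0.83 for a fall. The interaction fit on 12 libraries tested at each time whether the change from intact animals to tails differs between *yki(RNAi)* and *control(RNAi)*, with no fold-change minimum. The biological coefficient of variation was 12.69%, 9.61% and 13.04% for the wound response of *control(RNAi)* tails at 6, 12 and 24 hpa, and 8.83%, 6.74% and 9.72% for that of *yki(RNAi)* tails. For *yki(RNAi)* against *control(RNAi)* it was 10.99%, 5.26% and 13.01% in tails and 10.83% in intact animals, and for the interaction fits 11.13%, 8.34% and 12.06%. The counts by DESeq2 used version 1.42.0.

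The method was tested on simulated data in which 200 transcripts were changed. For *yki(RNAi)* against *control(RNAi)* tails at 12 hpa it recovered 40.3%, 68.7% and 97% of the transcripts changed 1.5, 2 and 4-fold, with 17 false calls of 154. At 6 hpa it recovered 35.8%, 55.2% and 89.4%, with 18 false calls of 138. For the wound response of *control(RNAi)* tails at 24 hpa, where the fold-change minimum is 2, the shares were 2.99%, 25.4% and 92.4%, with 8 false calls of 88, and for the interaction at 12 hpa 16.4%, 50.7% and 78.8%, with 10 false calls of 107. In 20 further simulations with no effect of *yki*, 1534 to 1604 transcripts were wound-induced, more than the 734 of the data, and 0 to 7 were called higher or lower in the compared tails, so the overlaps in these simulations were not used.

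The lists taken from S1 Table were the 438 wound-induced transcripts, the 39 that are also higher in *yki(RNAi)* tails, the 35 curated genes, the 18 tail-enriched and 14 not tail-enriched genes, and the 97 genes of an earlier study with their 5 epidermal, 14 muscle and 2 gut members. S2 Table gave 33 patterning genes. From names in the count table came 7 WNT ligands, 6 WNT receptors and antagonists, 1 HOX gene, 2 dorsal-ventral genes, and markers of stem cells (7), the epidermal lineage (11), neurons (3), gut (2) and eyes (2). Other lists found no matching names and were not used. A list of 8 *prog* transcripts whose names lack a hyphen was added after the values were seen. Sets were tested by camera in limma 3.58.1 at a preset correlation of 0.01, on 7 lists adjusted together, and again with an estimated correlation.

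For each comparison, the genes named are those the paper names for it, whose values in S1 and S2 Tables had been seen when the rule was written. To these were added, among transcripts past the threshold with at least 1 CPM and no overlap between the libraries of the 2 groups, up to 8 named rises and 8 named falls of largest size, up to 2 unnamed transcripts each way, and up to 4 members of each list. The groups, thresholds, lists, named-gene rule and most alternatives were set before the data were examined. These alternatives were DESeq2 size factors, no filter on low counts, all 24 libraries in 1 fit, a term for the replicate letter, DESeq2 with and without shrunken fold changes, the authors' p-values, no fold-change minimum, each library left out, each time left out of a union, transcripts induced and changed at the same time, and the estimated correlation. Added later were both lanes of *yki(RNAi)* intact replicate A, leaving out both replicates B that hold non-tail transcripts, and leaving out 210 transcripts that vary together.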

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

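The tests of explanations and the counts over other splits of the libraries in this part were all chosen only after the results were seen.

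Of the 734 wound-induced transcripts, 354 were lower in *yki(RNAi)* tails at 1 or more times, a signal that the paper does not report. The tables argue against the *control(RNAi)* tails shared by both comparisons as the whole cause, since 55.5% of the transcripts induced at 6 hpa were lower at 12 hpa, where no library is shared, against 9.95% of all tested transcripts, and so were 32.8% of those induced at 24 hpa, although 18.8% of these were higher against 9.57%. They argue against a change in the 12 hpa tails alone, since 23.4% of the transcripts induced at 12 hpa were lower at 6 hpa, against 3.29% of all tested transcripts. A smaller response to amputation after *yki(RNAi)* stays open as a candidate explanation: by the interaction at 12 hpa, 74 of 192 transcripts induced at 6 hpa had a smaller and 0 a larger response, and 61 of 431 induced at 24 hpa a smaller and 23 a larger one, while at 6 and 24 hpa, with 0 and 2 transcripts called in all, it decides nothing (median differences of -0.45 and -0.36 for those induced at 6 hpa). These transcripts were chosen on *control(RNAi)* intact libraries that the interaction also uses, so this response and the choice of transcripts cannot be told apart. Over all tested transcripts the interaction at 12 hpa called nearly as many upward as downward. At the same thresholds *yki(RNAi)* tails held 130, 907 and 1712 induced transcripts at 6, 12 and 24 hpa, against 196, 357 and 449 in *control(RNAi)* tails. Replicates were closer in the *yki(RNAi)* fits, so these counts alone do not compare the size of the responses. A later position in time of the *yki(RNAi)* tails was not tested for these transcripts and stays open too. Along the change from 6 to 24 hpa in *control(RNAi)* tails, *yki(RNAi)* tails lie at 0.61 to 0.77 at 12 hpa, against 0.34 to 0.43 for *control(RNAi)* tails. At 6 hpa they lie at 0.12 to 0.32, against -0.17 to 0.1.

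More transcripts passed between *yki(RNAi)* and *control(RNAi)* tails at 12 hpa (5542) than at 6 hpa (1489) or 24 hpa (1016), and 651 passed at 6 hpa without *yki(RNAi)* replicate B and 467 and 536 at 24 hpa without *yki(RNAi)* replicate B and C. Closer replicates at 12 hpa are argued against as the whole cause, since with all 24 libraries in 1 fit, and so 1 estimate of spread, the counts were 4261, 1883 and 1572. A later sampling point of the *yki(RNAi)* tails at 12 hpa stays open. On a scale from 0 at 6 hpa to 1 at 24 hpa in *control(RNAi)* tails, the *yki(RNAi)* 12 hpa tails lie at 0.61 to 0.77. The *control(RNAi)* 12 hpa tails lie at 0.34 to 0.43. Of the called transcripts 69.1% have the sign of the change from 6 to 24 hpa in *control(RNAi)* tails (95% interval 67.9 to 70.4). That change takes up 16.3% of the variance (14.1 to 18.7). Both intervals resample transcripts as if independent. These shares cannot decide, since a later sample would follow the change after 12 hpa. A transcript that peaks at 12 hpa then counts against the shift even where it goes with it. A larger effect of *yki* at 12 hpa stays open too and was not tested apart from closer replicates or a later sampling point. The median absolute log2 difference was 0.18 there against 0.14 at 6 hpa and 0.13 at 24 hpa.

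Together with *lectin-like*, 13 unnamed transcripts make a set of 14 that were at least 8-fold lower in *yki(RNAi)* than in *control(RNAi)* libraries in all 4 comparisons, with median log2 fold changes of -5.46, -6.70 and -4.69 in tails at 6, 12 and 24 hpa and -5.22 in intact animals. That only a few *control(RNAi)* libraries hold the set is argued against, since within each comparison the lowest *control(RNAi)* library has at least 5.64 times the CPM of the highest *yki(RNAi)* library (636 and 1820 to 12900 CPM in *control(RNAi)*, 59.2 to 217 and 517 CPM in *yki(RNAi)* libraries), although the set was chosen on the same libraries. A common source that varies between libraries is a candidate explanation, since over the 12 *control(RNAi)* libraries alone the median correlation of a transcript with the rest of the set is 0.97. Whether that source is a cell type, a shared regulator or material from outside the animals stays open and was not tested. A direct effect of the double-stranded RNA on these transcripts was not tested either.

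By the interaction test itself, the response to amputation differed between *yki(RNAi)* and *control(RNAi)* animals for 1664 transcripts at 12 hpa (682 without *yki(RNAi)* 12 hpa replicate B, 5008 without *control(RNAi)* intact replicate C) and for 2 transcripts at 24 hpa (427 without *control(RNAi)* intact replicate C). In data whose overall counts the paper does not report, 933 transcripts differed between *yki(RNAi)* and *control(RNAi)* intact animals (260 without *yki(RNAi)* intact replicate B, 2942 without *control(RNAi)* intact replicate C). A set of 210 unnamed transcripts varies together between libraries, outside the genes the paper discusses, from 5.62 CPM in *control(RNAi)* 6 hpa replicate C to 1910 CPM in *control(RNAi)* 24 hpa replicate A, with 297 to 439 CPM in the *yki(RNAi)* 12 hpa tails. It was highest in replicate A of both intact groups, of *control(RNAi)* tails at 6 hpa (337 CPM) and of both groups of tails at 24 hpa. This did not hold for tails at 12 hpa or *yki(RNAi)* tails at 6 hpa.

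Each comparison of 3 libraries with 3 allows 10 splits of the libraries, too few for a share under 0.05. In each of the 10 comparisons, 1 split called as many transcripts, the real one. For *yki(RNAi)* against *control(RNAi)*, the real counts were 1489, 5542 and 1016 in tails and 933 in intact animals, and the highest counts of another split by edgeR were 33, 0, 0 and 0. For the wound response, the real counts were 196, 357 and 449 in *control(RNAi)* tails and 130, 907 and 1712 in *yki(RNAi)* tails, and 0 was the highest of the other splits in all 6.

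For the interaction, 100 splits were drawn at each time. At 12 hpa 5 of the 100, the real one included, called as many as the real 1664, and the highest of the others called 5254. At 24 hpa 6 called as many as the real 2 (highest 2628). At 6 hpa edgeR called 0, which all 100 splits reach (highest 2750). The highest of these splits exchange the *yki(RNAi)* and *control(RNAi)* labels of the tails and keep those of the intact animals. They carry the effect of *yki* itself and point to a structure of the samples, so they do not stand for chance. The splits therefore decide nothing at any of the times, and chance is neither shown nor excluded by them.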

How the results depend on the processing

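The alternatives with both lanes of *yki(RNAi)* intact replicate A, without the 210 transcripts that vary together and without both replicates B that hold non-tail transcripts were chosen only after the results were seen.

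Depth and replicates limit the results most for small changes, but not for these alone: in the simulated data, recovery at folds of 1.5, 2 and 4 was 40.3%, 68.7% and 97% for *yki(RNAi)* against *control(RNAi)* tails at 12 hpa, 35.8%, 55.2% and 89.4% at 6 hpa and 16.4%, 50.7% and 78.8% for the interaction. No call of a named gene reversed, but without *yki(RNAi)* 12 hpa replicate A more transcripts were higher (3277) than lower (3170) in *yki(RNAi)* tails at 1 or more times, against 2952 higher and 3042 lower with it. For *yki* itself the fall held under every alternative run, with log2 fold changes between -2.99 and -2.22. Counting only genes both induced and changed at the same time left 4 of the 97 genes higher and 11 lower in *yki(RNAi)* tails. Under no other alternative did the number of patterning genes (26 to 31) or of the 97 genes higher (16 to 22) or lower (33 to 44) in *yki(RNAi)* tails move by 1.5 times. Replicate letters were not taken as pairs, since of 10 comparisons 0 had all 3 letters correlated above 0.1 (range -0.05 to 0.32 over 20357 transcripts). But 39 of 60 libraries correlated best with their own letter, more than unrelated letters would give, so a link by letter stays open. DESeq2 size factors gave 766 wound-induced transcripts, 101 of them higher and 369 lower in *yki(RNAi)* tails, and the term for the replicate letter 793, 145 and 372. DESeq2 gave 575, 71 and 295. Without the 210 transcripts these were 733, 96 and 354, and without both replicates B 89 were higher and 346 lower. Both lanes of *yki(RNAi)* intact replicate A gave 927 transcripts in intact animals in place of 933. For the genes named in the text, leaving out each library in turn left 985 results on the same side of the thresholds, took 35 out of the calls and brought 6 in. DESeq2 left 159 as they were, took out 1 and brought in 1, and all 24 libraries in 1 fit left 160, took out 3 and brought in 2.

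For the changes that follow the cause was not tested, except that no filter tests more transcripts, a fold-change minimum removed lets smaller changes pass, and a time left out of a union leaves fewer. With no filter on low counts, the wound response at 6, 12 and 24 hpa held 462, 557 and 1089 transcripts in *control(RNAi)* tails and 285, 1709 and 3009 in *yki(RNAi)* tails, the interaction 345, 2614 and 146, and intact animals 1740. The wound-induced transcripts were then 1545, of which 463 were higher in *yki(RNAi)* tails. With all 24 libraries in 1 fit, the *control(RNAi)* response held 311 at 6 hpa and 815 at 24 hpa, *yki(RNAi)* against *control(RNAi)* 1572 in tails at 24 hpa and 1767 in intact animals, and the interaction 3 at 6 hpa and 25 at 24 hpa. The wound-induced transcripts were 1181 and those higher 213. With the term for the replicate letter, intact animals gave 1685 and the interaction at 6 hpa 1. By DESeq2 the *yki(RNAi)* response held 83 at 6 hpa and 545 at 12 hpa, and the interaction 15 at 6 hpa and 99 at 24 hpa. With shrunken fold changes the *control(RNAi)* response held 111, 198 and 239, the *yki(RNAi)* response 37, 280 and 986, and the interaction 11 at 6 hpa and 98 at 24 hpa, while the wound-induced transcripts were 378, with 42 higher and 218 lower. With the authors' p-values the *control(RNAi)* response at 24 hpa held 294, and 48 wound-induced transcripts were higher. With no fold-change minimum the *control(RNAi)* response held 1166, 1708 and 1591 and the *yki(RNAi)* response 810, 3905 and 4850. The wound-induced transcripts were then 2928, with 511 higher and 1335 lower, and 65 of the 97 genes were induced. Leaving 24 hpa out of the union gave 439 wound-induced transcripts and 36 higher, and leaving out 12 hpa gave 204 lower. Requiring the same time for both gave 33 higher. With the correlation estimated, camera on the 97 genes gave p = 0.0752 for the *control(RNAi)* response at 24 hpa and p = 0.191 and 0.0926 for *yki(RNAi)* against *control(RNAi)* tails at 6 and 12 hpa (unadjusted).

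Leaving out each library in turn gave 651 to 1444 transcripts for *yki(RNAi)* against *control(RNAi)* tails at 6 hpa, 467 to 1138 at 24 hpa and 260 to 2942 in intact animals. It gave 86 to 176 for the *yki(RNAi)* response at 6 hpa, and 0 to 473, 682 to 5008 and 0 to 427 for the interaction at 6, 12 and 24 hpa. The wound-induced transcripts higher in *yki(RNAi)* tails were 64 to 185. These fits rest on fewer libraries, and the cause was not tested further.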

Differences from the paper's values

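All values in this part come from alternatives set before the data were examined.

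The paper's S1 Table lists 431 of the 734 transcripts that passed the paper's thresholds for wound induction here, and 7 others. As shares of the transcripts in the count table, the paper's list is 0.53% and the one here 0.888%. Within 1.5 times the paper's value were the counts by DESeq2 (575), by DESeq2 with shrunken fold changes (378), with the authors' deposited p-values (496), without *control(RNAi)* 24 hpa replicate A (655) or B (619), with 12 hpa left out of the union (549) and with 24 hpa left out (439). Beyond it were DESeq2 size factors (766), no filter on low counts (1545), all 24 libraries in 1 fit (1181), the replicate block (793), no fold-change minimum (2928), 6 hpa left out of the union (672) and leaving out any other library (674 to 823).

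The paper's text states 41 wound-induced transcripts higher in *yki(RNAi)* tails, and 97 passed here. The paper's value lies within 1.5 times of those from DESeq2 with shrunken fold changes (42), the authors' deposited p-values (48), 24 hpa left out of the union (36) and a call in both comparisons at the same time (33). It does not for DESeq2 size factors (101), no filter (463), DESeq2 (71), all 24 libraries in 1 fit (213), the replicate block (145), no fold-change minimum (511), 6 or 12 hpa left out of the union (94 and 91), or the libraries left out 1 at a time (64 to 185).

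The paper states that transcripts responsive to wounds mostly go up after loss of *yki*. Over the whole set of 734, 354 were lower and 97 higher in *yki(RNAi)* tails at 1 or more times, and over the 97 genes of the earlier study 38 were lower and 17 higher. Over all tested transcripts 3042 were lower and 2952 higher. The 734 were chosen for being high in *control(RNAi)* tails that also enter the comparison with *yki(RNAi)* tails. That choice favours lower values, so their counts are not independent evidence of the direction. Where no library is shared, more were lower than higher as well, as also held for all tested transcripts. The 97 genes were not chosen on these libraries. On the paper's own marker genes of Fig 3, *Sp5*, *Post-2d*, *beta-catenin-like* and *F6QCP8* were higher at all 3 times. For *F6QCP8* the calls at 6 and 24 hpa were lost without *yki(RNAi)* replicate B or C. *CC122* and *collagen-alpha-5* were higher at 12 hpa alone, and *IMDH2* at 24 hpa alone. In intact animals 16 of the 35 curated genes were higher and 1 lower. These markers and the curated genes were chosen on these libraries and are not independent evidence. The paper counts *netrin-2A*, *tolloid*, *prep* and *wntless* among the changed patterning genes, and here none of these 4 passed in tails at any time by edgeR. S2 Table likewise gives *netrin-2A* and *wntless* no adjusted p under 0.05. Of these, *netrin-2A* (log2 fold change 0.27 at 12 hpa) passed with the replicate block (adjusted p = 0.0214) and without *control(RNAi)* 12 hpa replicate A (adjusted p = 0.037), and *prep* (-0.24 at 12 hpa) without *control(RNAi)* 12 hpa replicate A or *yki(RNAi)* 12 hpa replicate A (adjusted p = 0.00416 and 0.00068) and with no fold-change minimum (adjusted p = 0.00345). *tolloid* passed at 12 hpa with no fold-change minimum (adjusted p = 0.0101 from edgeR).

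The CPM values drawn in Fig 3C and 3D match those here only when the CPM of the 2 lanes are added: for *Post-2d* at 24 hpa the figure shows about 44 in *control(RNAi)* and about 87 in *yki(RNAi)* tails (Fig 3C, read by eye), against 48.8 and 89.9 on that scale.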

Other observations

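The list of *prog* transcripts whose names lack a hyphen was chosen only after the values were seen, while the other lists and tests in this part were planned.

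The markers of the epidermal lineage found by name were *prog-1* and *prog-2* family transcripts and *vim-1*, so the list mostly holds related transcripts. They were lower in *yki(RNAi)* than in *control(RNAi)* tails at 12 hpa in 7 of 11 cases (7 adjusted over the list alone). At 6 hpa 1 was higher and 2 lower (1 and 3 adjusted over the list alone), and at 24 hpa 3 were lower (4 adjusted over the list alone), a call lost for all 3 without *yki(RNAi)* 24 hpa replicate B. *prog-1i*, named after markers of early epidermal progeny, had a log2 fold change of -1.24 at 6 hpa (SE 0.150) and -1.94 at 12 hpa (SE 0.066), *prog-1* -1.03 at 12 hpa (SE 0.104), and *vim-1* -0.79 at 6 hpa (SE 0.114) and -0.70 at 12 hpa (SE 0.046). In these comparisons every *yki(RNAi)* library lay below every *control(RNAi)* library (adjusted p = 0.00107 and 2.82e-13 for *prog-1i*, 7.23e-07 for *prog-1* and 0.00292 and 2.65e-09 for *vim-1* from edgeR). As a group the markers went down at 12 and 24 hpa (adjusted p = 0.000178 and 0.000683 by limma's camera), with adjusted p = 0.148 and 0.127 with an estimated correlation. Their log2 change from intact animals to tails at 12 hpa was shifted downward in *yki(RNAi)* animals, to a smaller rise or a deeper fall, for 7 of 11 (10 adjusted over the list alone), with adjusted p = 7.38e-07 by limma's camera and 0.037 with an estimated correlation, and for 3 without *yki(RNAi)* intact replicate C, *control(RNAi)* 12 hpa replicate A or *yki(RNAi)* 12 hpa replicate C, and 4 without *yki(RNAi)* 12 hpa replicate B. The *yki(RNAi)* 12 hpa tails lie later on the scale from 6 to 24 hpa in *control(RNAi)* tails (0.61 to 0.77 against 0.34 to 0.43), and in *control(RNAi)* tails *prog-1* fell with time relative to intact animals, with log2 fold changes of -2.12 (SE 0.237) at 12 hpa and -6.54 (SE 0.361) at 24 hpa, while *prog-1i* stood at 1.10 (SE 0.214; under 2-fold, at 0.847 and 0.889, without *control(RNAi)* intact replicate A or *control(RNAi)* 6 hpa replicate C) at 6 hpa and 1.45 (SE 0.175) at 12 hpa. The values of the markers at 12 hpa were not tested apart from this shift along the scale. Of the 8 *prog* transcripts, 2 were lower at 6 hpa, 6 of 7 at 12 hpa and 4 of 6 at 24 hpa (2, 6 and 4 adjusted over the list alone). These were 1 at 6 hpa without *control(RNAi)* replicate B or C or *yki(RNAi)* replicate A or C, and at 24 hpa 2 without *control(RNAi)* replicate A and 0 without *yki(RNAi)* replicate B or C. By WISH the paper reports the other direction, more *prog-2* and *AGAT-1* cells in *yki(RNAi)* tails at later times (Fig 4) and in intact animals (S7 Fig). Those are counts of cells, and *AGAT-1* is not on the list here.

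After irradiation, *prog-1* was lower in tails at 24 hpa than in intact animals, by log2 fold changes of -6.54 in *control(RNAi)* (SE 0.361) and -7.70 in *yki(RNAi)* animals (SE 0.236), and the stem cell marker *piwi-1* by -1.55 (SE 0.315) and -1.60 (SE 0.255). The adjusted p from edgeR were 4.48e-07 and 2.6e-08 for *prog-1* and 0.00807 and 0.000751 for *piwi-1*. Intact animals were sampled 1 day after irradiation and tails at 24 hpa 2 days after it. Of the stem cell markers, 2 of 5 were at least 2-fold lower in *control(RNAi)* tails at 24 hpa (3 adjusted over the list alone) and 1 was so without *control(RNAi)* intact replicate C. The group went down there (adjusted p = 0.00404 by limma's camera), with adjusted p = 0.194 with an estimated correlation. Between *yki(RNAi)* and *control(RNAi)* tails 1 stem cell marker passed, *bruli* at 12 hpa (0.50, SE 0.093, adjusted p = 0.000514 from edgeR).

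The early response gene *fos-1* was higher in *yki(RNAi)* tails at 12 hpa (log2 fold change 0.40, SE 0.043, adjusted p = 1.25e-06 from edgeR, in 3 of 3 libraries), and *delta* was lower (-0.36, SE 0.062, adjusted p = 0.000307 from edgeR, in 3 of 3 libraries). At 6 and 24 hpa the log2 fold changes of *fos-1* were 0.20 (SE 0.084) and 0.23 (SE 0.081), with adjusted p = 0.235 and 0.168 from edgeR, and those of *delta* 0.06 (SE 0.074) and -0.22 (SE 0.095), with adjusted p = 0.753 and 0.271 from edgeR. For *delta* the change fell under 1.25-fold without *control(RNAi)* 12 hpa replicate B (-0.31) or *yki(RNAi)* 12 hpa replicate C (-0.32). In separate experiments the paper reports *fos-1* and *delta-1* increased in *yki(RNAi)* fragments by WISH and qRT-PCR (Fig 2). It found neither gene to differ between irradiated and non-irradiated *yki(RNAi)* animals (Fig 2D). Of the neural markers only *COE*, a transcription factor gene of neurons, was tested, and it rose at 12 hpa by 0.63 (SE 0.085) and at 24 hpa by 0.52 (SE 0.082), with adjusted p = 2.02e-05 and 0.00953 from edgeR. At 6 hpa it rose by 0.55 (SE 0.126, adjusted p = 0.0294 from edgeR), and the adjusted p was 0.0746, 0.0844, 0.142 and 0.0616 without *control(RNAi)* replicate B or C or *yki(RNAi)* replicate B or C. Of 2 gut markers *porcnA* rose at 12 hpa (0.37, SE 0.039, adjusted p = 1.29e-06 from edgeR) and 24 hpa (0.35, SE 0.056, adjusted p = 0.00964 from edgeR, 0.0508 and 0.0659 without *control(RNAi)* or *yki(RNAi)* 24 hpa replicate B). At 6 hpa it rose by 0.33 (SE 0.065, adjusted p = 0.0136 from edgeR), but stayed under 1.25-fold by DESeq2 (0.31) and with all 24 libraries in 1 fit (0.305) and without *control(RNAi)* 6 hpa replicate B (0.292), and had adjusted p = 0.0695 and 0.0963 from edgeR without *control(RNAi)* 6 hpa replicate A or *yki(RNAi)* 6 hpa replicate B. The HOX list holds *hb-2*, which at 12 hpa had a log2 fold change of -0.33 (SE 0.078, adjusted p = 0.0042 from edgeR), under 1.25-fold without *control(RNAi)* 12 hpa replicate C (-0.23) or *yki(RNAi)* 12 hpa replicate C (-0.27), and its adjusted p was 0.153 with all 24 libraries in 1 fit. It was also just under 1.25-fold with the term for the replicate letter (-0.322) and by DESeq2 with shrunken fold changes (-0.319). Of the 2 gut members of the 97 genes, 1 was higher at 6 hpa (1 adjusted over the list alone). In the eye and dorsal-ventral lists 1 gene each was tested and did not pass by edgeR.

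Along the change from 6 to 24 hpa in *control(RNAi)* tails, *control(RNAi)* intact replicates A and B lie at 0.50 and 0.48, and replicate C and the 3 *yki(RNAi)* intact libraries at 0.07 to 0.10.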
